# Effect of *phyB* and *phyC* loss-of-function mutations on the wheat transcriptome under short and long day photoperiods

**DOI:** 10.1186/s12870-020-02506-0

**Published:** 2020-06-29

**Authors:** Nestor Kippes, Carl VanGessel, James Hamilton, Ani Akpinar, Hikmet Budak, Jorge Dubcovsky, Stephen Pearce

**Keywords:** Wheat, Heading date, Phytochrome, *FT1*, *FT2*, *FT3*, *PPD1*, *VRN1*

## Abstract

**Background:**

Photoperiod signals provide important cues by which plants regulate their growth and development in response to predictable seasonal changes. Phytochromes, a family of red and far-red light receptors, play critical roles in regulating flowering time in response to changing photoperiods. A previous study showed that loss-of-function mutations in either *PHYB* or *PHYC* result in large delays in heading time and in the differential regulation of a large number of genes in wheat plants grown in an inductive long day (LD) photoperiod.

**Results:**

We found that under non-inductive short-day (SD) photoperiods, *phyB*-null and *phyC*-null mutants were taller, had a reduced number of tillers, longer and wider leaves, and headed later than wild-type (WT) plants. The delay in heading between WT and *phy* mutants was greater in LD than in SD, confirming the importance of *PHYB* and *PHYC* in accelerating heading date in LDs. Both mutants flowered earlier in SD than LD, the inverse response to that of WT plants. In both SD and LD photoperiods, *PHYB* regulated more genes than *PHYC*. We identified subsets of differentially expressed and alternatively spliced genes that were specifically regulated by *PHYB* and *PHYC* in either SD or LD photoperiods, and a smaller set of genes that were regulated in both photoperiods. We found that photoperiod had a contrasting effect on transcript levels of the flowering promoting genes *VRN-A1* and *PPD-B1* in *phyB* and *phyC* mutants compared to the WT.

**Conclusions:**

Our study confirms the major role of both *PHYB* and *PHYC* in flowering promotion in LD conditions. Transcriptome characterization revealed an unexpected reversion of the wheat LD plants into SD plants in the *phyB*-null and *phyC*-null mutants and identified flowering genes showing significant interactions between phytochromes and photoperiod that may be involved in this phenomenon. Our RNA-seq data provides insight into light signaling pathways in inductive and non-inductive photoperiods and a set of candidate genes to dissect the underlying developmental regulatory networks in wheat.

## Background

As sessile organisms, plants must be able to respond to fluctuations in their environment to maximize their reproductive success. To achieve this, plants have evolved a series of regulatory mechanisms to ensure that critical stages of their development coincide with optimal environmental conditions. One important determinant of reproductive success is flowering time, which is strongly influenced by seasonal changes in photoperiod and temperature [1]. In cereal crops, these cues are fundamental to ensure the plant does not flower too early, to prevent exposure of sensitive reproductive tissues to late-spring frosts, or too late, so as to minimize exposure to damaging high temperatures during grain filling [2]. There is a direct link between reproductive success and grain production, so characterizing the regulatory networks underlying flowering time is critical to support the development of resilient crop varieties, to help meet the world’s growing demand for food [2].

Plants respond differently to seasonal variation in photoperiod according to the environment to which they are adapted. Whereas some plant species exhibit accelerated flowering in short day photoperiods (SD plants), others flower more rapidly in long days (LD plants). A third class of plants are day-neutral and flower irrespective of the photoperiod. The temperate cereals, including common wheat (*Triticum aestivum* L.), are LD plants. This ensures that plants remain in a vegetative phase during winter until the lengthening days of spring trigger the irreversible transition to reproductive development [1]. An additional requirement for a long period at low temperatures (vernalization) prevents flowering during the fall, when the days are still relatively long [3].

In wheat and other temperate cereals, the length of the night, rather than the length of the day, is critical for the perception of inductive photoperiods. This has been demonstrated by experiments in which exposing wheat plants to night-breaks (15 m periods of light in the middle of a long night) for at least 12 d was sufficient to accelerate flowering [4]. Loss-of-function mutations in the wheat phytochrome genes *PHYTOCHROME B* (*PHYB*) or *PHYC*, or in the *PHOTOPERIOD1* (*PPD1*) gene abolish the acceleration of flowering by night-breaks, suggesting that these genes are critical to measure the duration of the night [4].

A recent study in *Brachypodium* proposed a mechanism for the role of these genes in the determination of the photoperiodic response [5]. Phytochromes, a class of red (R, ~ 650 nm) and far-red (FR, ~ 720 nm) light receptors exist as one of two interchangeable forms, P_R_ and P_FR_. In darkness, the biologically inactive P_R_ form accumulates in the cytoplasm, but upon absorption of R light, P_R_ is converted to the bioactive P_FR_ form and is translocated to the nucleus [6–8]. Conversely, exposure to FR light causes the rapid reversion of P_FR_ to the P_R_ form, a reaction that also takes place more gradually during the night (dark or thermal reversion). Therefore, the duration of the night affects the amount of the bioactive P_FR_ form, which has been proposed to be critical for the degradation of the clock protein EARLY FLOWERING 3 (ELF3), a direct repressor of *PPD1* [5]. High ELF3 protein levels and the repression of *PPD1* have been proposed as the main cause of the late flowering phenotypes of the *phyC* mutant in *Brachypodium* [5].

*PPD1* encodes a PSUEDO-RESPONSE REGULATOR (PRR)-family protein that acts as a positive regulator of flowering in the LD grasses [9–11] but as a LD-repressor in the SD grasses rice [12] and sorghum [13], where this gene is referred to as *PRR37*. In wheat, allelic variation at the *PPD1* locus affects photoperiod sensitivity. Whereas the WT *Ppd-A1b* allele is expressed at very low levels during the night, the *Ppd-A1a* allele, which carries a promoter deletion encompassing the ELF3 binding site, shows increased transcript levels during the day and, particularly, at night [14]. Wheat varieties that carry the *Ppd-A1b* allele are referred to as photoperiod sensitive (PS) and those that carry *Ppd-A1a* as photoperiod insensitive (PI) because they exhibit accelerated heading under SD and reduced differences in heading time between SD and LD. It is important to point out that wheat varieties carrying the PI allele still show a significant acceleration of heading under LD [9, 11]. *PPD1* induces the expression of *FLOWERING LOCUS T1* (*FT1*), which encodes a protein with similarity to the Phosphatidylethanolamine-Binding Protein (PEBP) family [15]. The FT1 protein is translocated through the phloem to the shoot apical meristem, where it forms a hexameric floral activation complex that directly activates the expression of meristem identity genes including *VERNALIZATION 1* (*VRN1*) and *FRUITFULL 2* (*FUL2*)*.* These MADS-box genes play critical roles in triggering reproductive development [16–18]. In the cereals, *ft1*-null mutants exhibit a strong delay in flowering [19].

In addition to their role in the regulation of ELF3, bioactive P_FR_ phytochromes interact in the nucleus directly with PHYTOCHROME INTERACTING FAMILY (PIF) proteins, a class of bHLH transcription factors [20, 21]. In Arabidopsis, these interactions induce biochemical changes in the PIF proteins, which result in their ubiquitination and degradation via the 26S proteasome pathway [22]. In this species, accumulating PIF proteins act primarily as negative regulators of light signaling transcriptional networks, so their degradation in response to R light triggers a cascade of photoperiod-mediated transcriptional responses. Despite its important role in the light signaling pathway in Arabidopsis, the role of PIF proteins in the regulation of the photoperiod response in the temperate cereals remains unknown.

Phytochromes can also induce transcriptional variation through modulating alternative splicing (AS) [23]. In Arabidopsis, changes in AS were detected in over 1,500 genes in response to R light, in a PHYB-dependent manner [23]. These target genes include PIF3, whereby greater levels of P_FR_ PHYB increased the frequency of an intron retention event in this gene, disrupting the translated protein’s function [24]. In the moss *Physcomitrella patens*, the phytochrome protein PpPHY4 interacts directly with a splicing regulator to mediate AS in response to light [25]. Previously, the splicing factor RRC was found to mediate phytochrome response in Arabidopsis, suggesting this mechanism may be conserved in angiosperms [26].

Monocot genomes contain three phytochrome genes, *PHYA, PHYB* and *PHYC*, with three homeologous copies of each gene in hexaploid wheat [27]. In wheat and *Brachypodium*, both *PHYB* and *PHYC* are required for timely flowering in LD conditions and plants carrying non-functional copies of either phytochrome exhibit extreme delays in flowering, as well as changes in their vegetative morphology [28–30]. Using *phyB*-null and *phyC*-null Ethyl-methane sulfonate (EMS)-derived mutants in the tetraploid wheat variety ‘Kronos’, we previously described the sets of genes regulated by *PHYB* and *PHYC* in LDs [31]. Despite similar delays in flowering time in both mutants, we found that *PHYB* regulates approximately six times as many genes as *PHYC*, and that only a small core of 104 genes were regulated by both phytochromes at the transcriptional level [31]. These commonly regulated genes include several well-characterized flowering time genes, such as *PPD1* and *FT1*, and meristem identity genes, including *VRN1* and *FUL2*.

The role of the wheat phytochromes in non-inductive photoperiods remains an open question. Previously, we found that while *phyC*-null mutants flower later than WT plants in both SD and LD photoperiods, the effect is approximately five-fold smaller in SDs [28]. There is a significant interaction between photoperiod and *PHYC*, with the WT plants heading earlier in LDs than in SDs, and the *phyC*-null mutants heading earlier in SDs than LDs [28]. In the current study, we found that *phyB*-null Kronos mutants also flower significantly earlier in SD than in LD.

To characterize the genes involved in the earlier heading of the *phyB*-null and *phyC*-null mutants in SDs than in LDs, we compared the transcriptomes of these mutants under SD and LD conditions. We identified sets of genes regulated by *PHYB* and *PHYC* in both SD and LD photoperiods, as well as genes that were regulated only under a specific photoperiod. The findings of this study contribute to our understanding of the complex regulatory networks controlling photoperiod-mediated flowering in wheat.

## Results

### Effect of *phyB*-null and *phyC*-null mutants on heading time

We first characterized the effect of Kronos-*phyB-*null and Kronos-*phyC-*null mutants on heading time under LD and SD conditions relative to wild-type Kronos (WT), a photoperiod insensitive (*Ppd-A1a*) spring wheat (*Vrn-A1*). The WT Kronos headed at 47 d in LD and at 95 d in SD (48 d delay, *P* < 0.0001), as expected for a LD plant. This result showed that Kronos plants carrying the *Ppd-A1a* allele still respond to changes in photoperiod.

Under LD, the *phyC*-null mutant flowered 104 d later than WT and the *phyB*-null 194 d later than WT (Fig. 1a-b), confirming the major role of these two genes in promoting flowering under LD [28, 31]. By contrast, both *phyB*-null and *phyC*-null mutants headed earlier in SD than in LD (108 d earlier for *phyB*-null, *P* < 0.001, Fig. 1a, 24 d earlier for *phyC*-null, *P* < 0.001, Fig. 1b). This reversal was the result of a much larger delay in heading time in the null mutants under LD (104–195 d) than under SD (31 d and 39 d later than WT, *P* < 0.0001, Fig. 1a-b). The interactions between photoperiod and genotype were significant for both *PHYB* and *PHYC* (Fig. 1a-b, *P* < 0.0001).

**Fig. 1:**
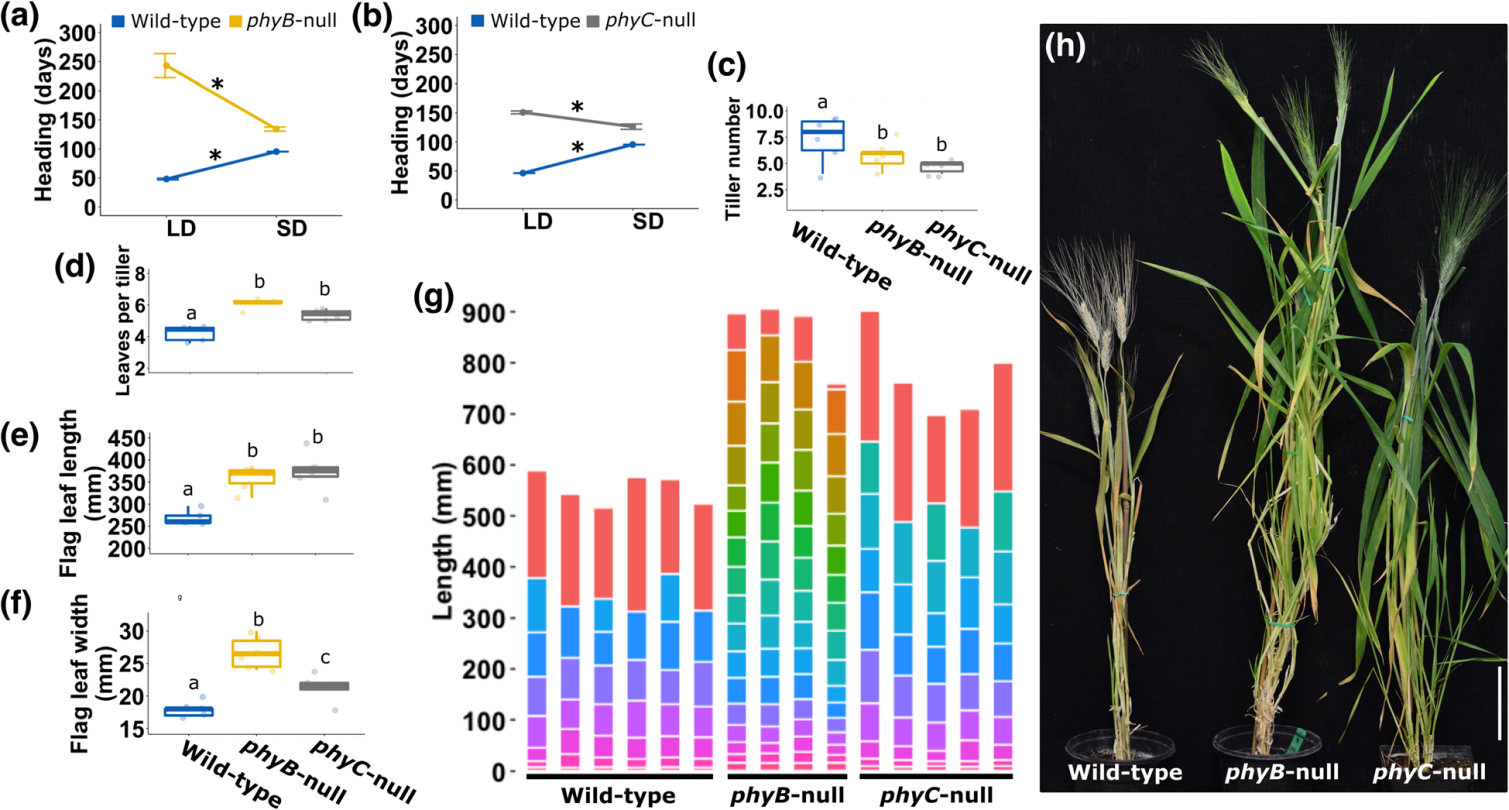
Phenotypic characterization of *phyB*-null and *phyC*-null mutants under SD conditions (8 h light/16 h dark). **(a)** Heading date of WT and *phyB*-null plants in SD and LD showing the significant interaction between *PHYB* and photoperiod. Points represent the averages of at least five biological replicates and error bars correspond to SEM. **(b)** Heading date of WT and *phyC*-null plants in SD and LD showing the significant interaction between *PHYC* and photoperiod. Points represent the averages of at least five biological replicates and error bars correspond to SEM. **(c)** Tiller number per plant. **(d)** Mean leaf number per tiller. **(e)** Flag leaf length. **(f)** Flag leaf width. **(g)** Internode length and number. Each bar represents an individual plant and the horizontal lines correspond to the position of the nodes. Each internode is represented by a different color, ordered according to their position in the stem. The uppermost segment in each individual represents the length between the last node and the spike (peduncle) **(h)** Picture of representative plants when *phyB*-null plants reached heading date, bar = 10 cm. (**c** to **f**) Boxplots represent values of at least five biological replications. Different letters indicate significant differences (Tukey’s test *P* < 0.05). For (a) and (b), * signifies significant differences between photoperiods for each genotype, *P* < 0.0001. The differences between WT and mutant alleles were also highly significant (*P* < 0.0001) for both genes and both photoperiods

Consistent with previous characterization of these materials in LDs [28, 31], Kronos plants carrying a single null allele in either the A or B homeolog of *PHYB* or *PHYC* showed no significant delay in heading date relative to the WT in SDs (Additional file 1, Fig. S1). The same was observed for other traits, so all subsequent results describe comparisons between *phyB*-null, *phyC*-null mutants and the WT in a Kronos-PI background.

### Effect of *phyB*-null and *phyC*-null mutants on plant phenotype under SD

We next extended the phenotypic characterization of these mutant lines under SD conditions. Tiller number was significantly lower in both mutants compared to the WT (Fig. 1c), while mean leaf number per tiller was significantly higher in both mutants than in WT plants (Fig. 1d), likely due to the delayed transition of the shoot apical meristem to the reproductive phase. In both *phyB*-null and *phyC*-null mutants, flag leaves were significantly longer and wider than WT (Fig. 1e-f).

Stem development was also affected in the *phy* mutants. Both mutants were significantly taller than WT plants (*phyB*-null 310 mm taller, *P* = 9.72^E-06^ and *phyC*-null 220 mm taller, *P* = 0.00016, Fig. 1g). While the *phyB*-null and *phyC*-null mutants did not differ significantly from one another in overall height, their stem structure was markedly different. The *phyB*-null mutants exhibited a larger number of internodes than either WT (9 more internodes than WT, *P* = 7.14^E-09^) or *phyC*-null mutants (7 more internodes than *phyC*, *P* = 3.53 ^E-07^), while *phyC*-null plants had a slightly increased internode number compared to the WT control (2.1 more internodes, *P* = 0.00013, Fig. 1g). Representative plants of each genotype are shown in Fig. 1h, which was taken when *phyB*-null mutants reached heading date. Taken together, these results show that both *PHYB* and *PHYC* play important roles in regulating vegetative and reproductive development in non-inductive SD conditions.

### Characterizing the *PHYB*- and *PHYC*-regulated wheat transcriptome under SD

To investigate the transcriptional changes associated with the later flowering of the *phyB*-null and *phyC*-null plants relative to WT in the Kronos background, we performed an RNA-seq experiment in WT, *phyB*-null and *phyC*-null plants under SD conditions. 

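The SD experiment is made up of 12 libraries, 4 for each of 3 genotypes. WT plants were the durum wheat variety Kronos, a tetraploid with A and B genomes that carries the *Ppd-A1a* allele. The *phyB*-null and *phyC*-null lines combine EMS-induced mutations in the A and B copies of each phytochrome gene and were backcrossed to Kronos. Plants were grown with 8 h light and 16 h dark at 20 °C in the day and 18 °C at night, and leaves were taken 4 h after dawn at 8 weeks. The paper and part of the sample labels name the last fully expanded leaf, while another label calls it the third leaf. The authors mapped the reads with GSNAP to IWGSC RefSeq v1.0, counted uniquely mapped reads on high and low confidence gene models with htseq-count, and deposited the counts without normalization beside TPM. Reads that match A and B homeologs or tandem copies equally well are not in these counts, so the values of near-identical genes are uncertain to that extent. The deposited count table holds 72120 genes, each with at least 3 counts in at least 1 library. Counts on genes summed to between 39605997 and 45698270 per WT library (median 42186712). The range was 37365465 to 45967798 in *phyB*-null (median 43795779) and 45144359 to 58944135 in *phyC*-null (median 47833148).
From these counts, WT was compared with each mutant by edgeR's quasi-likelihood test after TMM normalization, over all genes of the table, and genes with a Benjamini-Hochberg adjusted p below 0.01 were taken as differentially expressed. Fold changes are given as WT over mutant, so that a positive log2 value stands for higher transcript levels in WT. A direct test of *phyB*-null against *phyC*-null was added, because a gene called in only 1 comparison need not differ between the mutants. The paper called genes that passed the same threshold in both DESeq2 and edgeR, and its text does not name the edgeR test. Libraries were sequenced on 2 lanes with 2 replicates per genotype on each, but which replicates shared a lane is not named, so lane was not a term in the tests. The tables used here pair no identifier with *PHYB* or *PHYC*, so the mutated genes could not serve as a check of the genotype labels.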

We collected tissue from the last fully expanded leaf of four biological replicates per genotype at eight-weeks of age (Additional file 1, Fig. S2). To facilitate comparison with a previous RNA-seq study of the same materials in LD conditions [31], we took samples at the same point of the photoperiod (four hours after dawn). We harvested tissues from eight-week-old plants in our SD experiment so the WT plants were at a similar developmental stage as the WT plants in the LD RNA-seq study, which were sampled at four-weeks of age.

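Over the 12 libraries, the deposited counts had a mean of 45029775 per library. High confidence models numbered 48846 and took 94.9% of all counts. The 21828 low confidence models took 5.09%, and features named as transcript contigs took 0.0477%. Between 60375 and 66404 genes had at least 1 count in a library. The 100 most abundant genes of a library took between 18.5% and 31.4% of its counts. The highest share, the highest total and the lowest TMM factor (0.761) all belonged to *phyC*-null replicate 3, and the other TMM factors reached up to 1.12. No library was a near copy of another, since the chi-square statistic between replicates was at least 13.2 times its degrees of freedom in every pair of the same genotype. The common biological coefficient of variation was 0.185 among WT libraries, 0.216 among *phyB*-null libraries and 0.291 among *phyC*-null libraries, over genes with a mean of more than 1 CPM. The replicate error was therefore largest in the *phyC*-null group.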

After trimming raw reads for quality and adapter contamination, an average of 45.0 M trimmed 100 bp single-end reads per sample were mapped to unique positions in the IWGSC RefSeq v1.0 genome assembly (Additional file 1, Table S1). Using all normalized read counts mapped to high and low confidence gene models for each sample, we generated a multi-dimensional scaling (MDS) plot (Fig. 2a). Samples grouped into three distinct clusters according to their genotype, reflecting consistent differences in overall transcriptome profile between genotypes and limited differences among biological replicates (Fig. 2a).

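Distances between libraries were computed as the root mean square difference of log2 CPM over all 72120 genes, with a prior count of 2. The mean distance was 0.722 between WT libraries, 0.730 between *phyB*-null libraries and 0.777 between *phyC*-null libraries. Libraries of different genotypes lay farther apart, at 1.06 between WT and *phyB*-null, 0.904 between WT and *phyC*-null, and 0.984 between the mutants. For all 12 libraries, the nearest other library was of the same genotype. The mean distance between genotypes was 1.32 times that within genotypes. Among all 5775 partitions of the 12 libraries into 3 groups of 4, the partition by genotype gave the largest ratio (exact permutation test, one-sided, p = 0.000173, the smallest that these partitions allow). A prior count of 0.5 moved the ratio most downwards, to 1.24, and the 500 genes with the largest differences per pair of libraries raised it to 1.50. From such clusters, the paper reasons that transcriptome profiles differ between genotypes more than between biological replicates.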

**Fig. 2:**
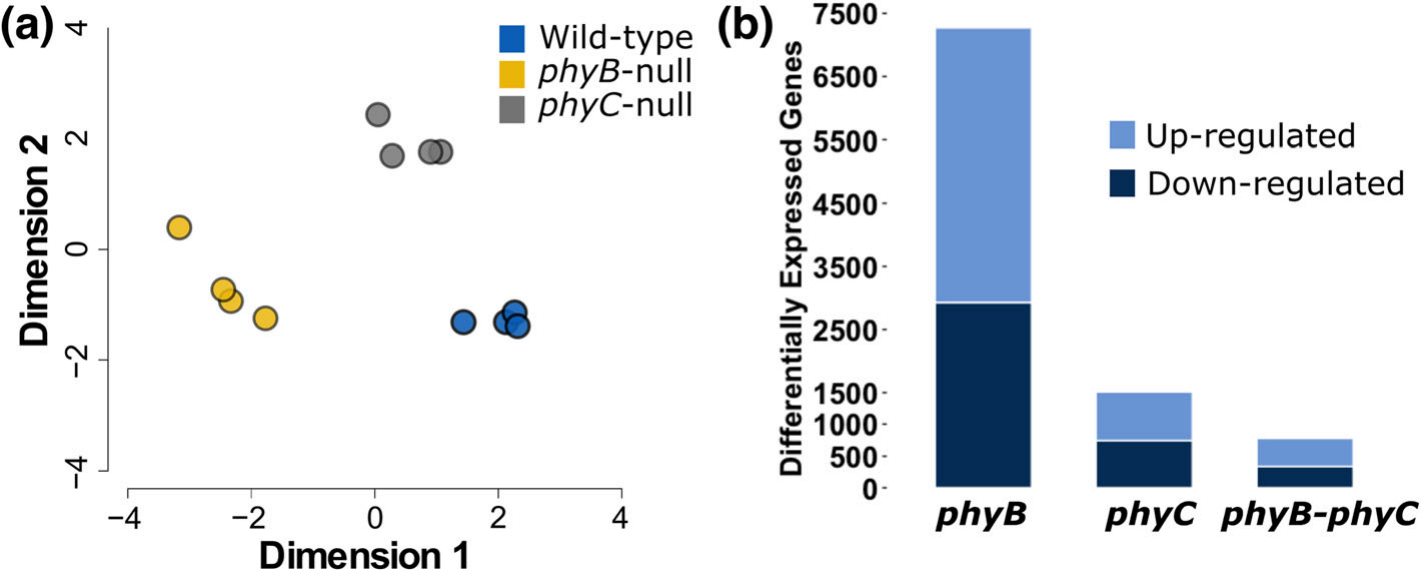
Transcriptomes of WT, *phyB*-null and *phyC*-null plants under SD photoperiods. **(a)** Multi-dimensional scaling (MDS) plot showing overall transcriptome profile of four biological replicates of each genotype. **(b)** Number of differentially expressed genes from pairwise comparisons between WT and *phyB*-null, WT and *phyC*-null and the subset of genes commonly regulated by both genes. Note that 27 additional genes were regulated by both *PHYB* and *PHYC* but in opposite directions and are not included in this graph

We next performed pairwise comparisons between WT and both mutants to identify *PHYB-* and *PHYC*- differentially expressed (DE) genes under SD conditions. We found that 4.8 times as many genes were regulated by *PHYB* (7,272 DE genes) than by *PHYC* (1,511 DE genes, Fig. 2b). Among these DE genes, a greater proportion were positively regulated by *PHYB* (59.7% with higher expression in WT than *phyB*-null) than by *PHYC* (50.6% of genes). 

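EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 8595 genes between WT and *phyB*-null and 574 between WT and *phyC*-null, a ratio of 15.0. Of the other settings chosen before the counts were seen, an adjusted p below 0.05 moved the number for *PHYB* most, to 15463, and DESeq2 moved that for *PHYC* most, to 2468. Genes called by both DESeq2 and edgeR's exact test numbered 10756 for *PHYB* and 2003 for *PHYC*, a ratio of 5.37. The 574 genes called here for *PHYC* were all among the latter, as were 8545 of those called for *PHYB*. The number for *PHYC* also depended on single libraries, since it was 958 without *phyC*-null replicate 3 and 329 without WT replicate 3. For *PHYB* it was 5270 without *phyB*-null replicate 3 and 5573 without WT replicate 2.
The power of the test differed between the comparisons. In simulated counts with the means, library sizes and spread of the WT and *phyB*-null libraries, it recovered 53.0% of 2-fold and 93.0% of 4-fold changes. With those of the WT and *phyC*-null libraries it recovered 13.0% and 92.0%. The changed genes had a mean of at least 1 CPM, so recovery at lower levels was not measured. The median absolute log2 fold change of called genes was 1.15 for *PHYB* and 2.74 for *PHYC*. Called genes that also changed at least 2-fold numbered 4949 and 534.
The largest changes with at least 1 CPM and no overlap between the groups included genes that had no counts in a genotype. Against a floor of 3 counts over the group, the low confidence gene TraesCS3A01G242800LC was at least 331-fold higher in WT than in *phyB*-null. TraesCS5A01G515800LC, with no count in WT, was at least 197-fold higher in *phyB*-null and at least 206-fold higher in *phyC*-null. TraesCS2B01G551700 was at least 171-fold higher in *phyB*-null than in WT. For *PHYC*, TraesCS7B01G362600LC and TraesCS7B01G177000 were at least 265-fold and 137-fold higher in WT than in *phyC*-null, where neither had a count. TraesCSU01G569900LC was at least 246-fold higher in *phyC*-null, with 11.2 TPM in *phyC*-null replicate 3 and at most 5.21 in the others. TraesCS2B01G045800LC had a count ratio of 1436 (95% counting interval 257 to 56775) for *phyB*-null over WT. In the paper's LD means, its level also differed between the wild-type sister lines of *phyC*-null and *phyB*-null (log2 ratio -4.93). A difference between stocks may thus account for part of the ratio of TraesCS2B01G045800LC. TraesCS2A01G364900 had a ratio of 1459.8 (95% counting interval 262 to 57705) for WT over *phyC*-null, and its 2.00 ± 3.18 TPM in *phyB*-null rested on replicate 3. The files pair these genes with no name.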

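Of the genes called for *PHYB*, 4289 had higher and 4306 had lower transcript levels in WT than in *phyB*-null. The share higher in WT was 49.9% (95% Wilson interval 48.8% to 51.0%). For *PHYC* the numbers were 270 and 304, a share of 47.0% (43.0% to 51.1%). These intervals overlap and treat genes as independent, which they are not. The alternative that moved the share for *PHYB* most was limma on log2(TPM + 1), which gave 57.3%. Scaling by library size alone, in place of TMM, gave 55.1% for *PHYB* and 51.1% for *PHYC*, and shifted the median log2 fold change of all genes by 0.0522 and 0.0306. The share for *PHYC* was the larger of the shares with the replicate number as a block, at 57.1% against 50.2%.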

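In the tests on the deposited counts, 319 genes were called for both *PHYB* and *PHYC*. They made up 55.6% of the genes called for *PHYC* and 3.71% of those called for *PHYB*, while 68.4 shared genes would be found if the calls were independent. Of these genes, 149 were higher in WT than in both mutants, 160 were lower, and 10 changed in opposite directions. The number called in both by DESeq2 as well as edgeR's exact test was 1184, other settings ranging from 145 with limma on log2(TPM + 1) to 1513 with DESeq2 among the settings chosen before the counts were seen. It was 168 without WT replicate 2 and 526 without *phyC*-null replicate 3.
Both comparisons use the same WT libraries, so their fold changes share the chance deviations of WT. Over 37169 genes with a mean of more than 1 CPM, the log2 fold changes had a correlation of 0.543 across genes, which are not independent replicates. In 10 simulations of unchanged mutants against a shared WT, it was 0.495 to 0.529, so the observed value does not by itself show a shared response. The simulated fold changes hold errors alone, so they do not tell how much of the observed value the shared WT gives. With WT libraries 1 to 4 divided so that each comparison had WT libraries of its own, the correlation was 0.402 to 0.520 over 6 divisions. Errors of shared WT libraries would give no correlation there, which argues against them as the only source. The plot of log2 fold changes for both mutants shows the called genes.

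**Figure D1:**
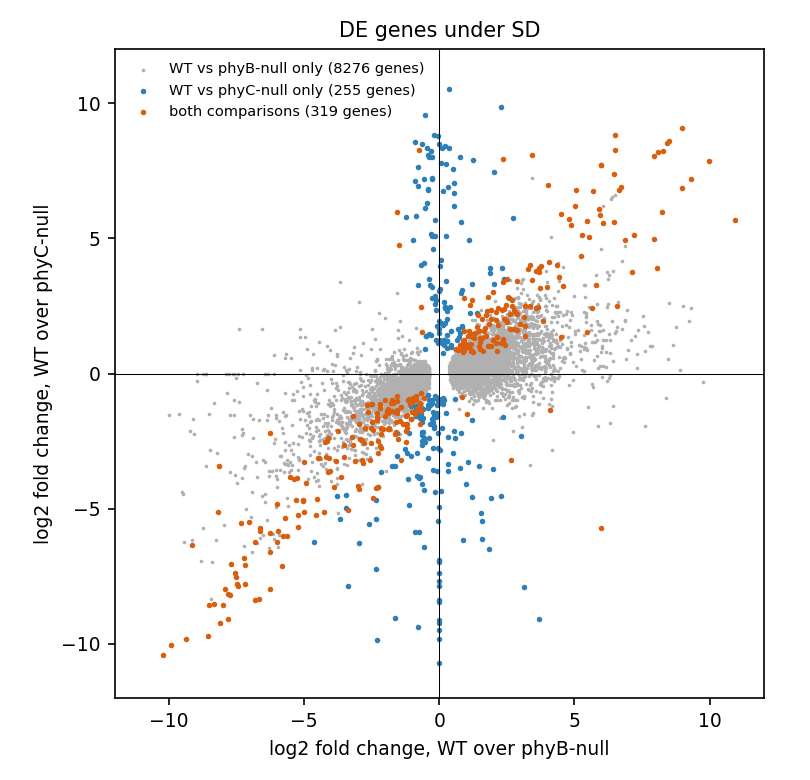
Log2 fold change of WT over *phyB*-null (horizontal axis) and of WT over *phyC*-null (vertical axis), 1 point per gene, from edgeR fits to 4 libraries per genotype. Colours mark genes called for *PHYB* alone, for *PHYC* alone and for both; the 309 genes called for both in the same direction lie in the upper right and lower left, and the 10 others in the remaining quadrants.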

There were 815 genes regulated by both *PHYB* and *PHYC*, including 783 genes regulated in the same direction and 27 in the opposite direction (upregulated by *PHYB* and downregulated by *PHYC* or vice versa, Fig. 2b). Full details of expression data and statistical tests for each pairwise comparison are provided in Additional file 2.

To identify putative functions associated with these transcriptional changes, we performed a GO enrichment analysis for each subset of differentially expressed genes. Among the 7,272 genes regulated by *PHYB* in SDs, the most significantly enriched terms included ‘oxidation-reduction process’ and ‘protein phosphorylation’, while among the 1,511 genes regulated by *PHYC*, significant terms included ‘defense response’ and ‘cellular iron homeostasis’ (Additional file 1, Table S2). In genes commonly regulated by both *PHYB* and *PHYC*, enriched terms included ‘defense response’ and ‘protein phosphorylation’ (Additional file 1, Table S2).

Changes in development are often associated with differential expression of genes encoding transcription factors. Compared to the overall proportion of genes encoding transcription factors in our dataset (3.2% of 72,120 expressed genes), an increase was observed for the *PHYB*- (5.3%) and *PHYC*-regulated genes (5.4%), and an even larger increase was detected among the genes regulated by both *PHYB* and *PHYC* (6.5%)*.* More importantly, several critical genes involved in the regulation of flowering were differentially expressed in *phyB* and *phyC* relative to the WT. 

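Transcript levels of the flowering genes are given as deposited TPM (mean ± SD, n = 4), and the tests were made on counts. *PPD-B1* (TraesCSU01G196100, on the part of the assembly without a chromosome) was at 10.2 ± 0.877 TPM in WT, 0.402 ± 0.151 TPM in *phyB*-null and 1.02 ± 0.492 TPM in *phyC*-null. For *PPD-B1* the log2 fold change was 4.58 (standard error 0.21, adjusted p = 6.25e-08) for *PHYB* and 3.23 (standard error 0.29, adjusted p = 0.000128) for *PHYC* by edgeR's quasi-likelihood test. *FT-A1* (TraesCS7A01G115400) was at 3.32 ± 2.65 TPM in WT and had no count in *phyB*-null, at least 87.0-fold lower. *FT-B1* (TraesCS7B01G013100), at 6.55 ± 3.11 TPM in WT, also had no count in *phyB*-null, at least 171-fold lower. A few counts were found in *phyC*-null, where the count ratio of WT to *phyC*-null was 152 (95% counting interval 41.8 to 1266) for *FT-A1* and 300.2 (95% counting interval 82.7 to 2486) for *FT-B1*. *FT-A2* (TraesCS3A01G143100) fell from 4.38 ± 1.59 TPM in WT to 0.115 ± 0.117 in *phyB*-null and 0.0559 ± 0.0676 in *phyC*-null. WT replicate 2 had 6.75 TPM of *FT-A2* and the other WT libraries at most 3.73.
*FT-B2* (TraesCS3B01G162000) was at 0.956 ± 0.514 TPM in WT, with a log2 fold change of 4.43 (standard error 0.59, adjusted p = 0.000212) for *PHYB* and 3.56 (standard error 0.46, adjusted p = 0.00168) for *PHYC* by edgeR's quasi-likelihood test. *VRN-B1* (TraesCS5B01G396600) was at 12.2 ± 2.72 TPM in WT, 0.172 ± 0.0978 TPM in *phyB*-null and 0.232 ± 0.107 TPM in *phyC*-null, a difference well beyond the SDs. Its log2 fold change was 6.06 (standard error 0.30, adjusted p = 1.37e-07) for *PHYB* and 5.58 (standard error 0.36, adjusted p = 1.21e-05) for *PHYC* by the same edgeR test. *FT-B3* (TraesCS1B01G351100) was at 5.22 ± 2.61 TPM in WT, with log2 fold changes of 3.68 and 3.76. All 7 genes were called for both *PHYB* and *PHYC*, and every WT library lay above every mutant library. Chance gives no overlap, in one direction or the other, in 2.86% of comparisons. The calls held with each library left out in turn, except that of *FT-B3* for *PHYC*, which was lost without WT replicate 2, WT replicate 3 or *phyC*-null replicate 4. Between the mutants, the direct test gave an adjusted p of 0.0341 for *PPD-B1* by edgeR's quasi-likelihood test, though it passed by DESeq2 and the exact test together, and larger values for the others. The paper takes lower transcript levels in a mutant than in WT as activation of a gene by that phytochrome.

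**Figure D2:**
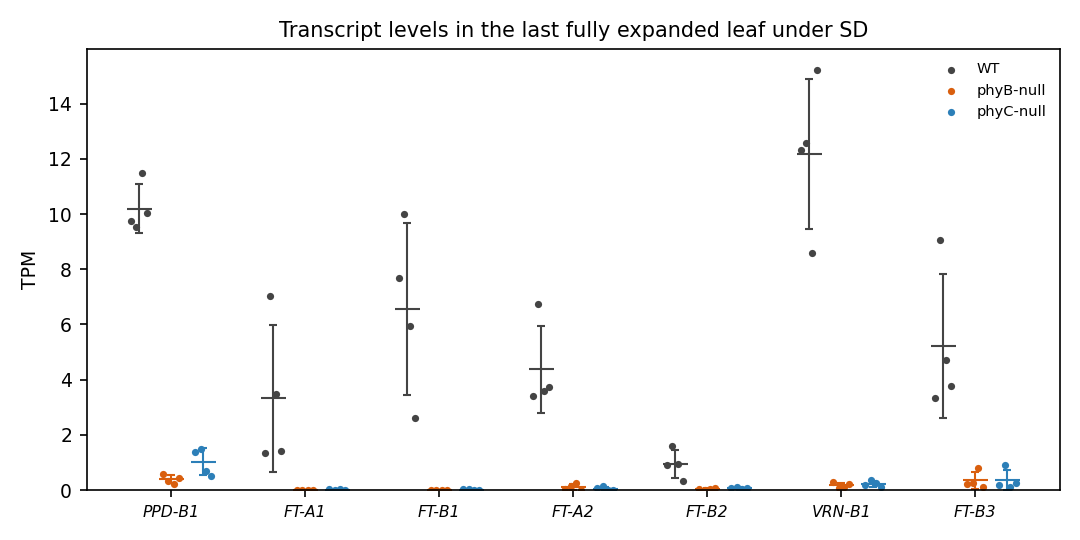
TPM (linear axis) of *PPD-B1*, *FT-A1*, *FT-B1*, *FT-A2*, *FT-B2*, *VRN-B1* and *FT-B3* in WT, *phyB*-null and *phyC*-null. Points are libraries, dashes the mean and bars the SD of 4 libraries. WT libraries lie above the mutant libraries for each gene.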

Transcript levels of *PPD-B1,* both homeologs of *FT1* and *FT2*, *VRN-B1* and *FT-B3* were all significantly lower in both *phyB*-null and *phyC*-null mutants compared to WT plants (Additional file 1, Fig. S3, Additional file 2).

To validate these expression data and to study longer-term trends of the expression of these genes in SD conditions, we performed qRT-PCR analysis for selected candidate genes across six time points, using the same genotypes as in the RNA-seq analysis. At the eight-week time point, the qRT-PCR experiment confirmed the RNA-seq results, showing that transcript levels of *VRN1*, *FT1*, *FT2*, *PPD1* and *FT3* were all significantly lower in *phyB*-null and *phyC*-null mutants compared to WT (Fig. 3). It is important to note that for *PPD1*, these values represent the combined transcript levels of *Ppd-A1a* and *Ppd-B1b* homeologs.

**Fig. 3:**
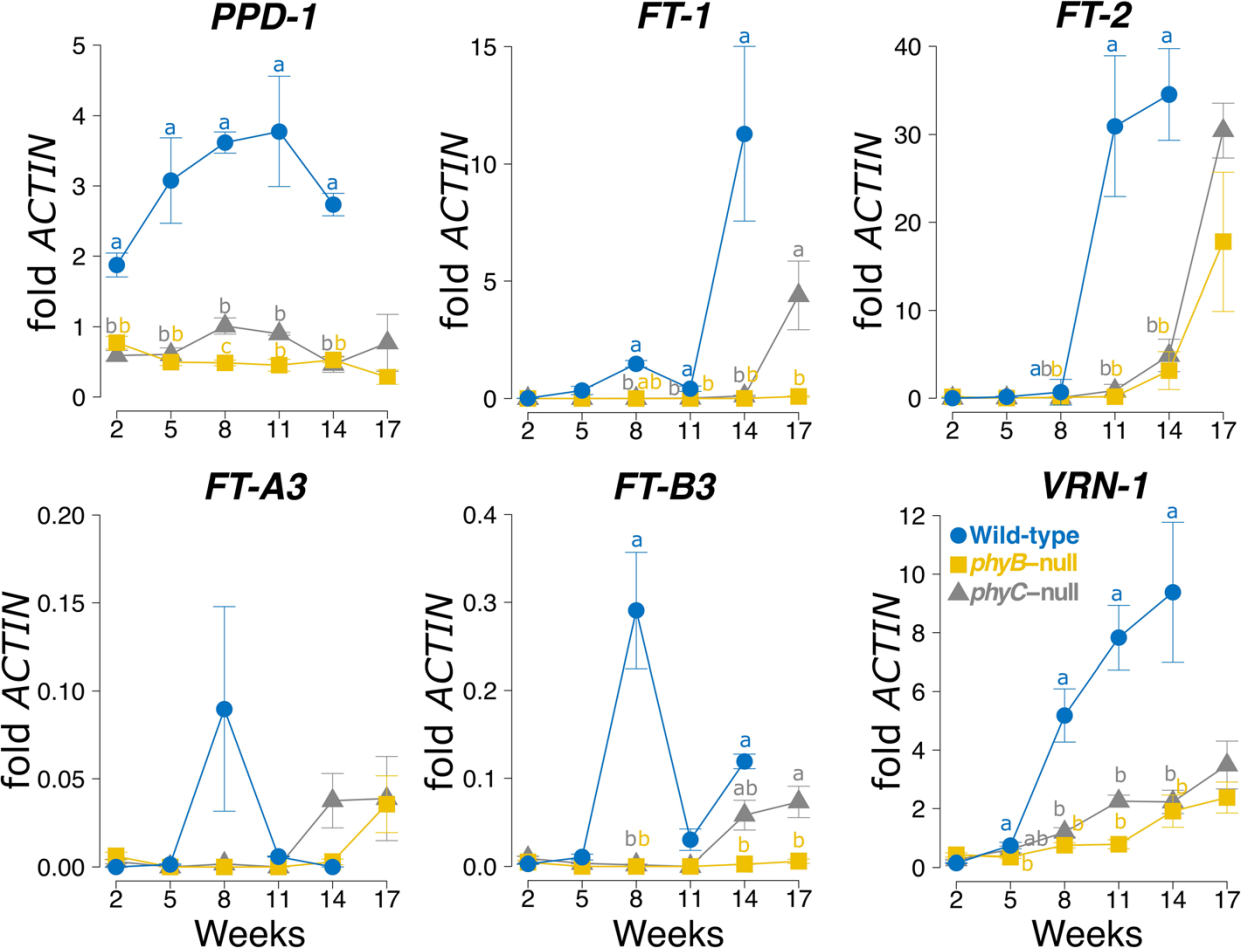
Transcript levels of flowering time genes in WT, *phyB*-null and *phyC*-null mutants under SD conditions assayed by qRT-PCR. Each data point represents the mean of four biological replications and error bars represent SEM. Different letters denote significant differences between samples at the 0.05 confidence level and only significant differences are presented. All primers used to assay expression were redundant for A and B homeologs, except for *FT-A3* and *FT-B3*. The WT control headed at 14 w, and at 17 w plants showed signs of senescence so were not sampled

There were also differences in the expression profiles of members of the *FT-like* family between genotypes. In WT plants, *FT1* transcript levels were more than double the levels of *FT2* at the 5 w and 8 w time points (Fig. 3), consistent with results from a previous study [32]. By contrast, in both *phyB* and *phyC* plants, *FT2* was upregulated at an earlier time point (14 w) than *FT1*, which increased in expression at 17 w in *phyC* mutants, but remained low throughout the experiment in *phyB* mutants (Fig. 3). *FT3* was expressed at much lower levels than *FT1* and *FT2,* and in the WT both *FT-A3* and *FT-B3* showed a transient peak in expression at 8 w. In the *phyC* mutant, *FT3* levels started to increase at 14 w and were even higher at 17 w, whereas in the *phyB* mutant we only observed upregulation of *FT-A3* at 17 w (Fig. 3). *VRN1* expression increased gradually in both mutant lines throughout this time course, but its transcript levels remained significantly lower than in WT lines at all time points from 5 w onwards (Fig. 3).

Taken together, these differences in expression between phytochrome mutants and WT are consistent with the delayed heading date of *phyB* and *phyC* mutants compared to WT. These results also confirm that phytochromes play an important role in the regulation of critical flowering genes under both SD and LD photoperiods. The earlier expression of *FT2* relative to *FT1* and its high transcript levels (Fig. 3), suggest that this gene may play an important role in promoting wheat flowering time under SD.

### Effect of photoperiod on phytochrome-regulated genes

To explore the effect of photoperiod on the differences between WT and the phytochrome mutants, we compared the DE genes generated in the current study in SD collected from 8-week-old plants, with the DE genes in a previous dataset that used the same plant materials grown in LD conditions collected from 4-week-old plants [31]. This SD time point was chosen to match the developmental stages in the WT plants between SD and LD conditions (Waddington stage 3 [33]).

To allow a direct comparison between datasets, we remapped the RNA-seq reads from our earlier LD study to the IWGSC RefSeq v1.0 genome assembly using the same mapping and quantification parameters adjusted for read length. Using this updated genomic reference, 52.8% of all reads mapped uniquely (Additional file 1, Table S3). This LD dataset includes two experimental replicates, each with four biological replications. Genes were considered differentially expressed only when significant in both experiments. This approach reduces the false positive rate, but means that direct comparisons of the number of differentially expressed genes between SD and LD datasets should be approached with caution because SD data represents only a single experimental replicate.

An MDS plot separating all SD and LD samples on the basis of their whole transcriptomic profiles revealed wider differences between photoperiods than between genotypes within a photoperiod (Additional file 1, Fig. S4). Differences in the expression profiles between experimental replicates in the LD experiment are likely due to variation in the growth chamber light conditions [31]. We identified 3,668 genes that were differentially expressed between WT and *phyB*-null mutants in both experimental replicates and 424 genes for the corresponding comparisons with the *phyC*-null mutant. Just 141 of these genes were regulated by both *PHYB* and *PHYC* under LD conditions. With slight variations, these results are consistent with our previous study mapping these sequencing data to an older version of the wheat genome [31]. Full details of expression data and statistical tests for each pairwise comparison in LD photoperiods are provided in Additional File 3.

An MDS plot with both SD and LD expression data shows the clear differences between the wheat transcriptome of plants grown in different photoperiods (Additional file 1, Fig. S4). In Fig. 4, we divided genes into mutually exclusive classes according to the conditions under which they were differentially expressed between WT and mutant alleles (i.e. regulated by *PHYB* or *PHYC* under either SD or LD conditions). For clarity, this figure excludes some pairwise comparisons with low numbers of genes, so the numbers presented in the text do not sum to the complete number of DE genes, which are presented in Additional File 4. In both photoperiods, a greater number of genes were regulated only by *PHYB* than only by *PHYC* (Fig. 4). 

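Without regard to LD, 8276 genes were called in SD for *PHYB* and not for *PHYC*, and 255 for *PHYC* and not for *PHYB*, a ratio of 32.5. This ratio depends on the setting. Genes called for *PHYC* and for both numbered 2003 and 1184 with DESeq2 and edgeR's exact test together. Without *phyC*-null replicate 3 they numbered 958 and 526. Being called in 1 comparison and not in the other does not show that the mutants differ, so *phyB*-null was also tested directly against *phyC*-null. This test called 2462 genes, 1008 higher and 1454 lower in *phyB*-null than in *phyC*-null. Of the genes called for *PHYB* alone, 1720 (20.8%) differed between the mutants. Of those called for *PHYC* alone, 184 (72.2%) did. Genes called for both that differed between the mutants numbered 44. These shares depend on the size of the changes. On simulated counts the direct test recovered 16% of 2-fold and 93% of 4-fold changes. The median absolute log2 fold change of called genes was 1.15 for *PHYB* and 2.74 for *PHYC*. A gene that the direct test did not call is therefore not shown to be alike in the mutants. The number called directly was 6039 with DESeq2. It fell to 1063 without *phyB*-null replicate 3. The LD libraries were not analysed here.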

In SDs, 9.6-fold more genes were specifically regulated by *PHYB* (5,369 genes) than *PHYC* (561 genes), whereas in LDs, 13.5-fold more genes were specifically regulated by *PHYB* (2,289 genes) than by *PHYC* (167 genes, Fig. 4).

**Fig. 4:**
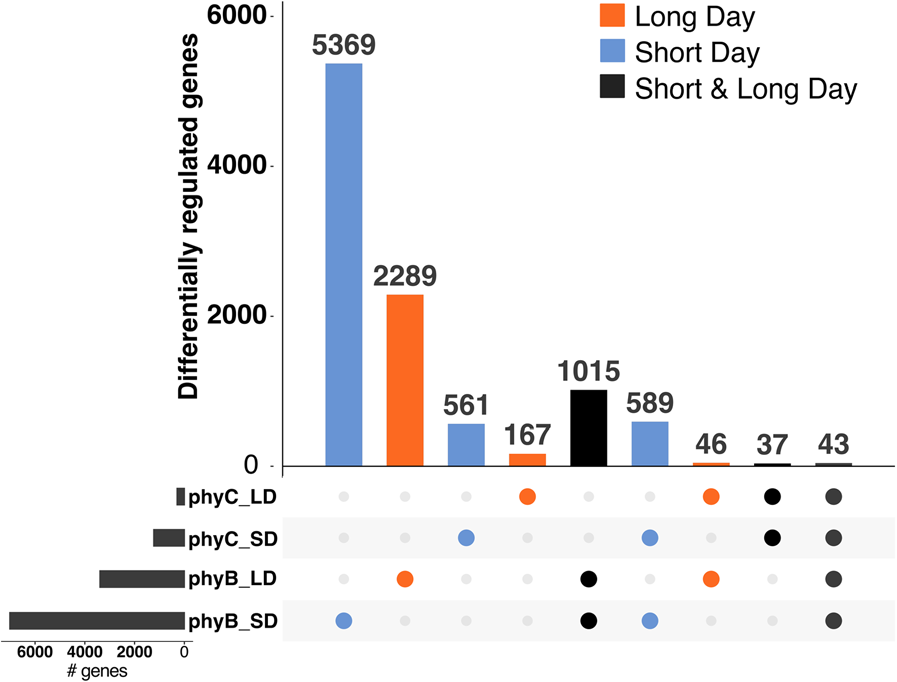
Summary of differentially expressed genes regulated by *PHYB* and *PHYC* in either SD or LD photoperiods. Each mutually exclusive category includes genes differentially expressed between WT and the respective phytochrome mutant in pairwise comparisons. For clarity, not all pairwise comparisons presented in Additional File 4 are displayed here

There were more genes differentially expressed between WT and mutant genotypes exclusively in SD (589 genes) than exclusively in LD (46 genes, Fig. 4). In addition, the number of genes differentially regulated in a single photoperiod was larger than the number of genes differentially regulated in both photoperiods. For example, there were 1,015 genes regulated by *PHYB* in both SD and LD, compared to 5,369 and 2,289 genes that were significant in either SD or LD photoperiods, respectively (Fig. 4). Since the LD acceleration of heading time in wheat requires the presence of both *PHYB* and *PHYC*, we focused on genes DE in both mutants. We detected 589 of these DE genes in SD only, 46 in LD only and 43 in both SD and LD (Fig. 4).

In the GO term analysis, significantly enriched functional terms associated with the 43 genes regulated by both phytochromes under SD and LD included ‘transcriptional regulation’ and ‘photoperiodism’ (Additional file 1, Table S4). 

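In SD, *VRN-A1* (TraesCS5A01G391700) was at 104 ± 8.19 TPM in WT (mean ± SD, n = 4), 33.6 ± 2.69 TPM in *phyB*-null and 39.0 ± 7.21 TPM in *phyC*-null. The log2 fold change of *VRN-A1* was 1.52 (standard error 0.09, adjusted p = 5.42e-07) for *PHYB* and 1.30 (standard error 0.16, adjusted p = 0.00143) for *PHYC* by edgeR's quasi-likelihood test. *FUL-A2* (TraesCS2A01G261200) was at 2.45 ± 1.40 TPM in WT and 0.0264 ± 0.0433 TPM in *phyB*-null, and its count ratio of WT to *phyC*-null was 708 (95% counting interval 127 to 27992). *FUL-A3* (TraesCS2A01G174300) was at 10.4 ± 5.00 TPM in WT, 0.0296 ± 0.0193 TPM in *phyB*-null and 0.0281 ± 0.0273 TPM in *phyC*-null, with log2 fold changes of 8.27 and 8.24. These calls were kept with each library left out in turn. Additional file 4 lists 43 genes as regulated by *PHYB* and *PHYC* in both photoperiods, and all were read. On the SD counts, 42 of them were called for *PHYB*, 33 for *PHYC* and 33 for both. By DESeq2 and edgeR's exact test together, 42 were called for both. Of the 17 genes of Table S5, 17 were called for *PHYB* and 14 for *PHYC* over all genes tested, and 17 and 17 adjusted over the list alone, the list being all 108 genes the paper names with an identifier. The study chose most of these genes on the same libraries, so the counts over the list are not independent evidence.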

The 24 genes positively regulated by phytochromes (i.e. higher expression in WT than in *phy* mutants) included *FT1, FT2, FT3, PPD-B1, VRN1, FUL2* and *FUL3* (Fig. 5, Additional file 1, Table S5). Although the effects were greater in LD, these results confirm that *PHYB* and *PHYC* also play a significant role in the activation of these genes in SD in the Kronos-PI background. These results are consistent with our qRT-PCR analysis (Fig. 3). 

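In SD, the gene for a *CONSTANS*-like protein (TraesCS1A01G220300) was at 13.9 ± 1.62 TPM in WT (mean ± SD, n = 4), 4.13 ± 1.32 TPM in *phyB*-null and 4.79 ± 1.06 TPM in *phyC*-null. The log2 fold change of this gene was 1.66 (standard error 0.17, adjusted p = 3.20e-05) for *PHYB* by edgeR's quasi-likelihood test. For *PHYC* it was 1.38 (standard error 0.24, adjusted p = 0.0130) by that test, which is short of the threshold over all genes and past it when adjusted over the list alone or by DESeq2 and edgeR's exact test. The *RADIALIS*-like gene of the A genome (TraesCS6A01G273200) was at 9.67 ± 2.12 TPM in WT, 0.458 ± 0.346 TPM in *phyB*-null and 1.17 ± 0.797 TPM in *phyC*-null. It was called for *PHYB*, while for *PHYC* its log2 fold change of 2.79 (standard error 0.48, adjusted p = 0.0118) was not called by edgeR's quasi-likelihood test. The B genome homeolog (TraesCS6B01G300600) fell from 22.2 ± 6.08 TPM in WT to 2.78 ± 0.959 TPM and 4.34 ± 1.34 TPM, with 31.2 TPM in WT replicate 2 and at most 20.2 TPM in the other WT libraries. It was called for both, but the call for *PHYC* was lost without WT replicate 2, *phyC*-null replicate 2 or *phyC*-null replicate 4. For all 3 genes, every WT library was above every library of each mutant.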

Other genes with the same expression profile as the previous group included a gene encoding a *CONSTANS*-like CCT-domain protein (TraesCS1A01G220300), and two homeologs encoding MYB-transcription factors with high similarity to *RADIALIS* (TraesCS6A01G273200 and TraesCS6B01G300600, Fig. 5, Additional file 1, Table S5). 

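The low confidence gene TraesCS1A01G569000LC was at 4.24 ± 0.896 TPM in WT (mean ± SD, n = 4) and had no count in any *phyB*-null library in SD, at least 72.9-fold lower against a floor of 3 counts over the group. In *phyC*-null it was at 1.30 ± 0.858 TPM. Its log2 fold change of WT over *phyC*-null was 1.70 (standard error 0.44, adjusted p = 0.0696) by edgeR's quasi-likelihood test, which does not pass the threshold, although it passed by both DESeq2 and edgeR's exact test. The direct test of *phyB*-null against *phyC*-null gave an adjusted p of 0.0109 by edgeR's quasi-likelihood test.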

One gene (TraesCS1A01G569000LC) was upregulated by *PHYB* in both SD and LD and by *PHYC* in SD, but was downregulated by *PHYC* in LDs (Additional file 4).

**Fig. 5:**
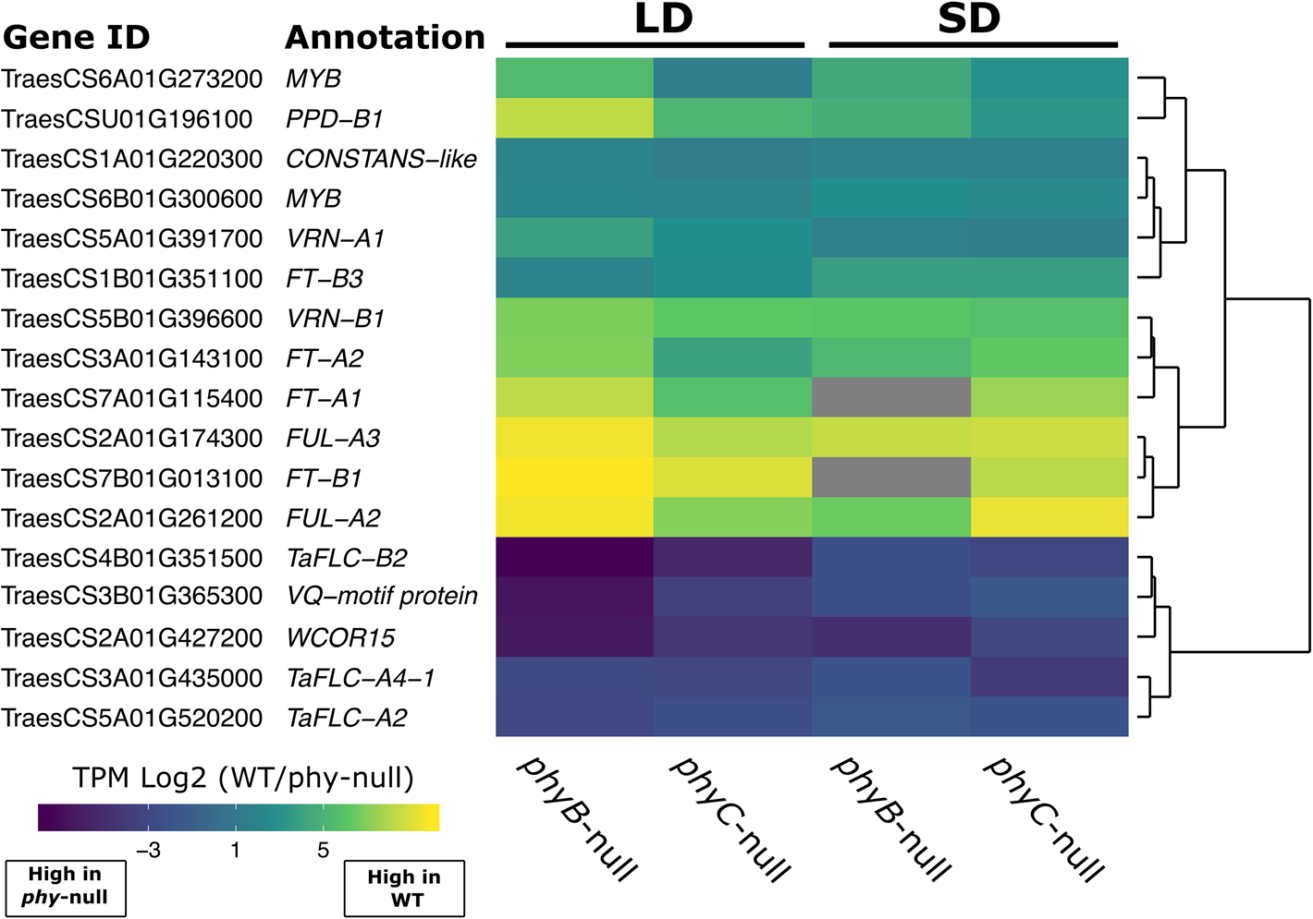
Heat map of relative expression changes of selected genes within the 43 DE genes regulated by both *PHYB* and *PHYC* in both SD and LD conditions. Expression values are presented as log2 TPM values of the fold-change between WT and each respective *phy* mutant. Gray color represents zero expression in the *phy* mutant

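The gene for a VQ motif protein (TraesCS3B01G365300) was at 1.18 ± 0.361 TPM in WT (mean ± SD, n = 4), 6.25 ± 2.16 TPM in *phyB*-null and 3.78 ± 1.73 TPM in *phyC*-null in SD. Its change on the log2 scale, WT over mutant, was -2.51 (standard error 0.31, adjusted p = 0.000114) for *PHYB* and -1.72 (standard error 0.33, adjusted p = 0.0185) for *PHYC* by edgeR's quasi-likelihood test, so that it was called for *PHYB* alone. *TaFLC-A2* (TraesCS5A01G520200) was at 5.08 ± 1.84 TPM in WT, 14.5 ± 2.94 TPM in *phyB*-null and 22.4 ± 5.84 TPM in *phyC*-null. Its homeolog *TaFLC-B2* (TraesCS4B01G351500) was at 1.62 ± 0.407 TPM, 8.87 ± 2.34 TPM and 14.5 ± 6.17 TPM in the same order. The log2 fold changes for *PHYC* were -2.22 and -3.21, larger in size than the -1.63 and -2.56 for *PHYB*, but the direct test between the mutants did not pass the threshold (edgeR's quasi-likelihood test, adjusted p = 0.0364 and 0.156). *TaFLC-A4-1* (TraesCS3A01G435000) rose from 0.759 ± 0.474 TPM in WT to 3.45 ± 1.89 TPM in *phyB*-null and 12.9 ± 5.11 TPM in *phyC*-null. Its call for *PHYB* was lost without WT replicate 1, *phyB*-null replicate 3 or *phyB*-null replicate 4, and the other calls of the 3 *FLC* genes held with each library left out.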

Among the 17 genes that were negatively regulated by both *PHYB* and *PHYC* in both photoperiods were TraesCS3B01G365300, which encodes a member of the VQ motif protein family of transcriptional regulators, and three genes encoding members of the *FLC* clade of MADS-box TFs (Fig. 5, Additional file 1, Table S5). Two of these genes encode homeologs of *FLC2*, which is orthologous to *OsMADS51*, a SD promoter of flowering in rice [34]. *FLC4* encodes the ortholog of *ODDSOC2*, which functions as a flowering repressor in *Brachypodium* and is induced by cold treatment in wheat [35]. 

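*WCOR15* (TraesCS2A01G427200) was at 41.4 ± 10.4 TPM in WT (mean ± SD, n = 4), 1230.2 ± 159.8 TPM in *phyB*-null and 360.0 ± 85.1 TPM in *phyC*-null. The log2 fold change of WT over mutant was -5.02 (standard error 0.19, adjusted p = 1.63e-08) for *PHYB* and -3.29 (standard error 0.28, adjusted p = 8.98e-05) for *PHYC* by edgeR's quasi-likelihood test. Every library of both mutants was above every WT library. The direct test gave a log2 fold change of *phyB*-null over *phyC*-null of 1.75 (standard error 0.27, adjusted p = 0.00293) by edgeR's quasi-likelihood test, a call that was lost when *phyB*-null replicate 3 or 4 or *phyC*-null replicate 1 or 4 was left out.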

Interestingly, TraesCS2A01G427200, which encodes *WCOR15*, a cold responsive gene, was strongly upregulated in both mutant lines, suggesting that phytochromes play an important role in suppressing the cold tolerance pathway in wheat under ambient temperature conditions (Fig. 5, Additional file 1, Table S5). One gene (TraesCS2A01G019700LC) was downregulated by *PHYC* in both SD and LD and by *PHYC* in LD, but was upregulated by *PHYB* in LD conditions (Additional file 4).

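In SD, TraesCS2A01G019700LC had no count in any WT library and was at 0.698 ± 0.203 TPM in *phyB*-null and 1.51 ± 0.391 TPM in *phyC*-null (mean ± SD, n = 4). Against a floor of 3 counts over the WT group, it was at least 37.4-fold higher in *phyB*-null and at least 80.7-fold higher in *phyC*-null. The adjusted p was 0.000130 and 0.000535 by edgeR's quasi-likelihood test, and the mutants did not pass the threshold of the direct test (adjusted p = 0.0625, edgeR's quasi-likelihood test). This gene lies on chromosome 2A, in a stretch of 50 low confidence models of which 6 were called for *PHYC*. In the paper's LD means, its level also differed between the wild-type sister lines of *phyC*-null and *phyB*-null (log2 ratio -5.14). A difference between stocks may thus account for part of the change.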

A GO term analysis of the 589 genes regulated by both *PHYB* and *PHYC* only under SD, revealed enriched functional terms ‘protein phosphorylation’ and ‘homeostasis’ (Additional file 1, Table S4). Among the 367 genes positively regulated within this group, we detected nine WRKY transcription factors, both homeologs of a *RADIALIS*-like MYB-family transcription factor (TraesCS7A01G233300 and TraesCS7B01G131600) and TraesCS5B01G054800, which encodes a bHLH TF with similarity to the PIF subfamily (Fig. 6a, Additional file 1, Table S6). 

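All 9 WRKY genes of Table S6 had higher mean transcript levels in WT than in either mutant. For *PHYB*, 8 were called over all genes tested and 9 adjusted over the list alone, and their log2 fold changes ran from 1.16 to 6.71. For *PHYC*, 1 was called over all genes tested and 9 adjusted over the list alone, with adjusted p over all genes between 0.00600 and 0.0483 by edgeR's quasi-likelihood test. All were called for both by DESeq2 and edgeR's exact test together. The gene called for *PHYC*, TraesCS7B01G249700, was at 2.22 ± 2.22 TPM in WT (mean ± SD, n = 4). With 2 counts in *phyC*-null, its count ratio of WT to *phyC*-null was 165 (95% counting interval 45.2 to 1368), and its call was lost when WT replicate 2 or 3 or *phyC*-null replicate 1, 2 or 4 was left out. Calls for *PHYB* of the neighbouring genes TraesCS5B01G183700 and TraesCS5B01G183800 were lost in 5 of 8 such fits each. These genes were picked by the study on the same libraries, so the count over the list is not independent evidence.
The *RADIALIS*-like homeologs were called for both *PHYB* and *PHYC*. TraesCS7A01G233300 was at 19.4 ± 3.51 TPM in WT, 4.55 ± 1.46 TPM in *phyB*-null and 2.14 ± 0.612 TPM in *phyC*-null, and TraesCS7B01G131600 at 31.5 ± 5.26 TPM, 2.25 ± 0.272 TPM and 1.87 ± 0.612 TPM. The log2 fold change of the latter was 3.68 (standard error 0.19, adjusted p = 1.69e-07) for *PHYB* and 3.92 (standard error 0.28, adjusted p = 2.34e-05) for *PHYC* by edgeR's quasi-likelihood test. The bHLH gene TraesCS5B01G054800 was at 8.47 ± 1.26 TPM in WT, with log2 fold changes of 2.36 for *PHYB* and 1.29 for *PHYC*, both called. These 6 calls held with each library left out in turn.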

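*FT-A4* (TraesCS2A01G132300) was at 2.38 ± 1.86 TPM in WT (mean ± SD, n = 4), had no count in *phyB*-null, at least 60.8-fold lower, and was at 0.350 ± 0.255 TPM in *phyC*-null. It was called for *PHYB*. For *PHYC* its log2 fold change of 2.61 (standard error 0.66, adjusted p = 0.0626) did not pass the threshold of edgeR's quasi-likelihood test, and the direct test between the mutants gave an adjusted p of 0.0391. Table S6 lists the B homeologs of *FT2* and *FLC1*. *TaFLC-B1* (TraesCS7B01G158900) was at 11.8 ± 11.3 TPM in WT, 0.966 ± 0.365 TPM in *phyB*-null and 3.22 ± 0.763 TPM in *phyC*-null. The WT mean rested on replicate 1 with 28.7 TPM, the other WT libraries being between 4.84 and 7.43 TPM. For *TaFLC-B1* the log2 fold change was 3.51 (standard error 0.55, adjusted p = 0.000718) for *PHYB* and 1.79 (standard error 0.49, adjusted p = 0.0821) for *PHYC* by edgeR's quasi-likelihood test, and it was called for *PHYC* by DESeq2 and when adjusted over the list of named genes alone, but by none of the other tests. It was lower in *phyB*-null than in *phyC*-null by the direct test (log2 fold change -1.71 (standard error 0.26, adjusted p = 0.00247), edgeR's quasi-likelihood test), a call lost without *phyB*-null replicate 3. The A homeolog *TaFLC-A1* (TraesCS7A01G260900) had a log2 fold change of 4.06 for *PHYB* and of -1.11 for *PHYC*, of which only the first was called.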

We also found in this group *FT-A2*, *FT-A4* and *FLC-A1* (Fig. 6a, Additional file 1, Table S6). 

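The GATA gene TraesCS3A01G274900 was at 1.54 ± 0.408 TPM in WT (mean ± SD, n = 4), 2.82 ± 0.375 TPM in *phyB*-null and 3.38 ± 0.751 TPM in *phyC*-null. Its log2 fold change of WT over mutant was -0.97 (standard error 0.24, adjusted p = 0.0114) for *PHYB* and -1.21 (standard error 0.25, adjusted p = 0.0259) for *PHYC* by edgeR's quasi-likelihood test, and it was called in neither comparison. The G2-like gene TraesCS2A01G100600 and the B-box gene TraesCS6A01G143900 were called for *PHYB* alone, with log2 fold changes of -2.28 and -4.13. For *PHYC* these were -1.40 and -2.75 (adjusted p = 0.0482 and 0.0134, edgeR's quasi-likelihood test). All 3 genes were called for both by DESeq2 and edgeR's exact test together. The gene for GA-2oxidase-A4 (TraesCS1A01G334400) rose from 0.306 ± 0.0936 TPM in WT to 6.39 ± 0.675 TPM in *phyB*-null and 2.38 ± 0.763 TPM in *phyC*-null. The change on the log2 scale was -4.49 (standard error 0.22, adjusted p = 1.19e-07) for *PHYB* and -3.14 (standard error 0.40, adjusted p = 0.00165) for *PHYC* by edgeR's quasi-likelihood test, and the call for *PHYC* was lost without WT replicate 1. For each of the 4 genes, every library of both mutants was above every WT library.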

Among the 213 genes that were negatively regulated by both phytochromes only under SD we identified members of the GATA, G2-like and B-box transcription factor families and TraesCS1A01G334400, which encodes the GA deactivating enzyme GA-2oxidase-A4 (Fig. 6a, Additional file 1, Table S6). The upregulation of four members of the *CBF* family of cold-activated transcriptional regulators in both phytochrome mutants (Fig. 6a, Additional file 1, Table S6), suggests a similar role to *WCOR15* in suppressing the cold tolerance pathway at ambient temperatures, but in this case restricted to SD conditions. 

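All 4 *CBF* genes were higher in both mutants than in WT in mean TPM (mean ± SD, n = 4), with no overlap between WT and mutant libraries. TraesCS1B01G335100 rose from 0.771 ± 0.340 TPM in WT to 4.81 ± 1.10 TPM in *phyB*-null and 4.47 ± 2.50 TPM in *phyC*-null, and its call for *PHYC* was lost without WT replicate 1, WT replicate 3 or *phyC*-null replicate 2. TraesCS5A01G311100 was at 1.66 ± 0.376 TPM, 8.82 ± 2.33 TPM and 4.44 ± 2.50 TPM in the same order. It was called for *PHYB*, while its log2 fold change of -1.45 (standard error 0.32, adjusted p = 0.0381) for *PHYC* was not called by edgeR's quasi-likelihood test. The neighbouring genes TraesCS5A01G310800 and TraesCS5A01G310700, whose reads may be divided among near-identical copies, were called for both. TraesCS5A01G310800 was at 2.48 ± 0.671 TPM in WT, 5.33 ± 0.797 TPM in *phyB*-null and 13.7 ± 4.40 TPM in *phyC*-null, and was lower in *phyB*-null than in *phyC*-null by the direct test (log2 fold change -1.29 (standard error 0.17, adjusted p = 0.00129), edgeR's quasi-likelihood test). TraesCS5A01G310700 had 18.3 TPM in *phyC*-null replicate 1 and 11.3 to 11.6 TPM in the other *phyC*-null libraries. Over all genes tested, 4 were called for *PHYB* and 3 for *PHYC*, and 4 and 4 adjusted over the list alone, which the study chose on these libraries. From the higher transcript levels in plants kept at ambient temperature, the paper proposes that phytochromes suppress the cold tolerance pathway.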

Nineteen other genes were either positively regulated by *PHYB* and negatively regulated by *PHYC*, or *vice versa* (Additional file 4).

**Fig. 6:**
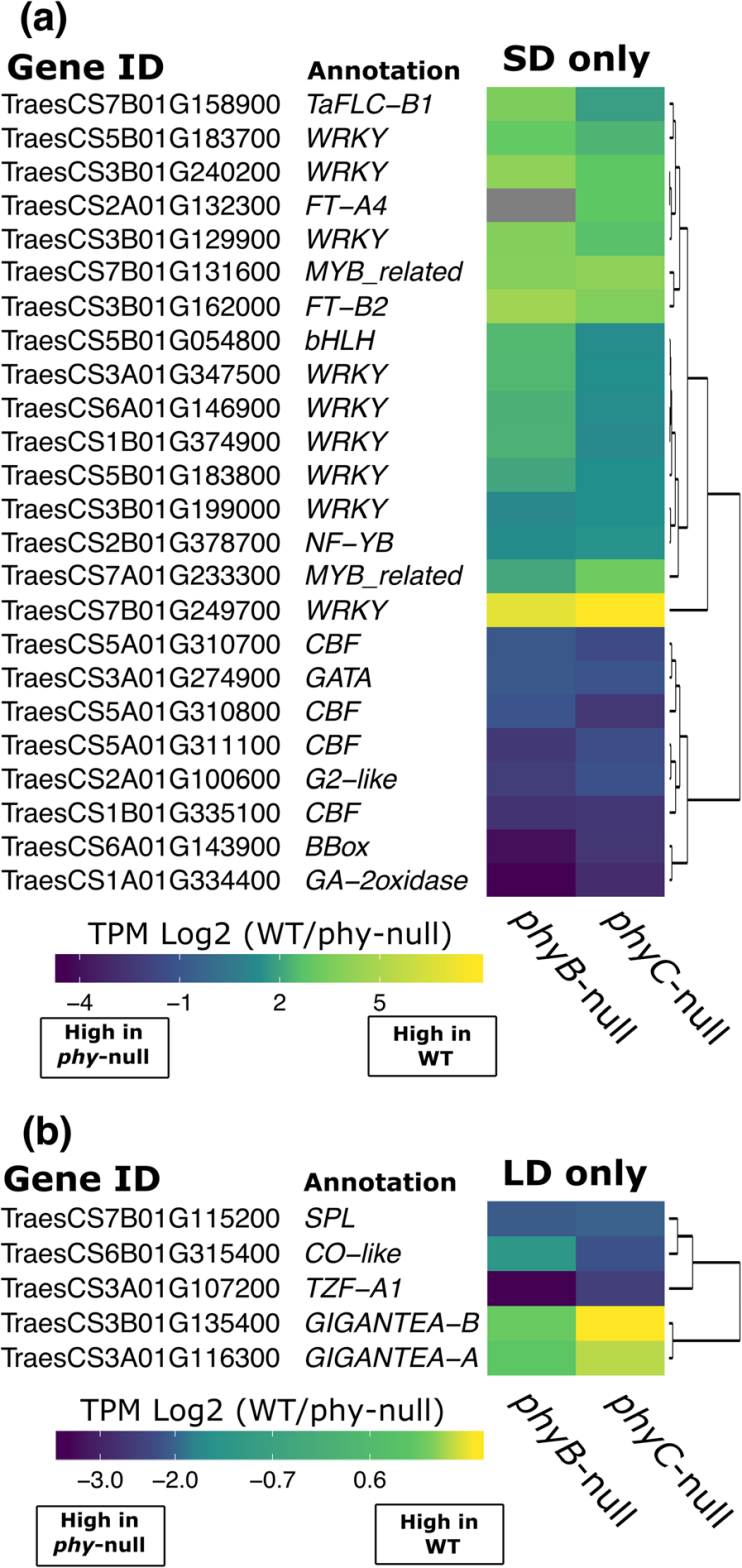
Heat map of relative expression changes of genes regulated by both *PHYB* and *PHYC***(a)** specifically in SDs and **(b)** specifically in LDs. Expression values are presented as log2 TPM values of the fold-change between WT and each respective *phy* mutant. Gray color represents zero expression in the *phy* mutant

We next studied the 46 genes regulated by both *PHYB* and *PHYC* specifically under LD conditions. Among the most significantly enriched functional terms associated with these genes were ‘shoot system development’, ‘long-day photoperiodism’ and ‘regulation of circadian rhythm’ (Additional file 1, Table S4). There were 27 genes positively regulated by both *PHYB* and *PHYC* in LD including both homeologs of *GIGANTEA*, suggesting this gene may play a role in the LD activation of flowering in wheat (Fig. 6b, Additional file 1, Table S7). Among the 16 genes negatively regulated by both phytochromes was TraesCS6B01G315400, which encodes a *CONSTANS*-like protein, a member of the *SPL* family of transcription factors and *TANDEM ZINC FINGER1*, which, in Arabidopsis, interacts with PRR protein components of the circadian clock regulatory network [36] (Fig. 6b, Additional file 1, Table S7). Three other genes were positively regulated by *PHYB* but negatively regulated by *PHYC* (Additional file 4).

### Effect of genotype on photoperiod regulated genes

Finally, we performed direct pairwise comparisons between SD and LD samples for each genotype (Additional file 5) to identify photoperiod-regulated genes (PRGs). There were a greater number of PRGs in both *phyB*-null (19,749) and *phyC*-null (13,740) mutants than in the WT (12,873, Additional file 1, Fig. S5), suggesting that loss-of-function mutations in *phyB*-null and *phyC*-null were not sufficient to reduce the large effects on the wheat transcriptome generated by different photoperiods.

Although the different sampling points in LD (4 w) and SD (8 w) were selected so that WT genotypes were at similar developmental stages in both experiments, these results should be interpreted with caution because the effect of photoperiod is conflated with the effect of differences in chronological age. Both *phyB*-null and *phyC*-null mutants headed earlier under SD than under LD, so it is likely that the mutant lines were at different stages of development at the time of sampling. This particular sampling strategy likely contributed to the smaller number of PRGs in the WT genotypes relative to the *phyB*-null and *phyC*-null mutants.

We used this dataset to explore the expression profiles of 19 flowering time genes in different genotypes and photoperiods and the interaction between these factors (Fig. 7).

**Fig. 7:**
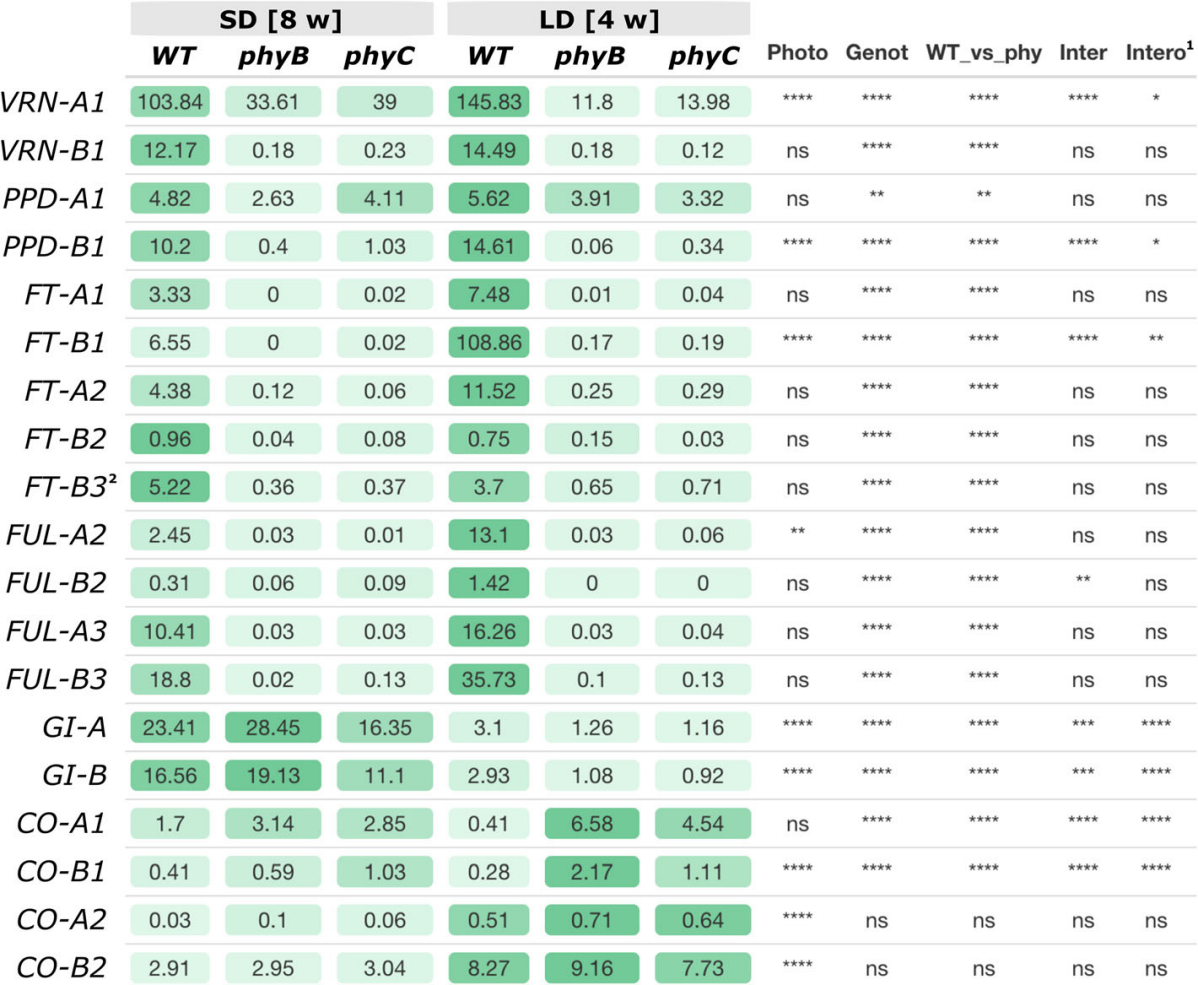
Photoperiod x Genotype factorial ANOVAs for transcripts per million (TPM) of 19 flowering time genes. Least square adjusted means of TPM (SD = 4 reps, LD = 8 reps) from the ANOVA are color coded so that higher transcript levels are indicated in darker shades of green (separately for each gene). WT vs. *phy* indicates an orthogonal contrast comparing the WT versus the two mutants. Data was transformed to provide normality of residuals. **** = *P* < 0.0001, *** = *P* < 0.001, ** = *P* < 0.01, * = *P* < 0.05, ns = not significant. ^1^ Since transformation affects the interpretation of the significance of the interactions, we also provide the significance of the interaction in the untransformed data. ^2^*FT-A3* transcript levels were zero in all samples

This analysis confirmed previous results showing that transcript levels of *VRN-A1, PPD-B1*, *FT-B1, FUL-A2*, *GI, CO-B1* and *CO2* are all significantly affected by photoperiod (Fig. 7). Notably, transcript levels of the photoperiod insensitive *Ppd-A1a* allele were not significantly affected by photoperiod in this dataset, whereas those of the *Ppd-B1b* allele showed a highly significant effect of photoperiod (*P* < 0.0001). Transcript levels of *GI* were more highly expressed in SD, whereas those of *CO1* and *CO2* were more highly expressed in LD (Fig. 7).

The expression of most of these flowering time genes was also affected by the *phyB*-null and *phyC*-null mutations. 

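For 15 of the genes of Fig. 7, the paper's tables give an identifier. In SD, 12 of these were called for *PHYB* and 11 for *PHYC* over all genes tested, and 13 and 13 adjusted over the list alone, which is not independent evidence. The genes called over all genes tested were lower in the mutants, while *GIGANTEA-A*, called for *PHYB* over the list alone, was higher in *phyB*-null than in WT. *PPD-A1* (TraesCS2A01G081900), the photoperiod insensitive allele, was at 4.82 ± 0.549 TPM in WT (mean ± SD, n = 4), 2.63 ± 0.780 TPM in *phyB*-null and 4.11 ± 0.658 TPM in *phyC*-null. The log2 fold change of *PPD-A1* was 0.77 (standard error 0.16, adjusted p = 0.00443) for *PHYB* and 0.14 (standard error 0.12, adjusted p = 0.604) for *PHYC* by edgeR's quasi-likelihood test. The call for *PHYB* was lost when WT replicate 1, 2 or 4 or *phyB*-null replicate 3 was left out. The direct test between the mutants gave an adjusted p of 0.0484 for *PPD-A1* by edgeR's quasi-likelihood test, so the mutants were not shown to differ.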

Significant differences among the three genotypes were accompanied by significant differences between WT and the combined *phyB-* and *phyC*-null mutants, with the exception of *CO-A2* and *CO-B2*. The latter result is consistent with a previous study in which *CO1* was highly upregulated during the day in *phyC*-null mutants but *CO2* transcript levels were unaffected [28]. The *VRN1* paralogs (*FUL2* and *FUL3*) and the florigen-related genes (*FT1* and *FT2*) all share similar profiles, with higher transcript levels in the WT relative to the *phy-*null mutants and in LD relative to SD (Fig. 7). 

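Of the *FUL* genes in the B genome, *FUL-B3* (TraesCS2B01G200800) was at 18.8 ± 11.0 TPM in WT (mean ± SD, n = 4) and 0.124 ± 0.0790 TPM in *phyC*-null, and its count ratio of WT to *phyB*-null was 748 (95% counting interval 256 to 3630.5). The log2 fold change for *PHYC* was 7.21 (standard error 0.61, adjusted p = 7.06e-05) by edgeR's quasi-likelihood test. *FUL-B2* (TraesCS2B01G281000) was low throughout, at 0.313 ± 0.125 TPM in WT, 0.0611 ± 0.0640 TPM in *phyB*-null and 0.0940 ± 0.0734 TPM in *phyC*-null. It was called in neither comparison (adjusted p = 0.0556 for *PHYB* and 0.349 for *PHYC*, edgeR's quasi-likelihood test), although every WT library was above every mutant library. The LD values were not analysed here.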

*FT-A3* transcripts were not detected, whereas *FT-B3* transcript levels were higher in SD than in LD, consistent with the known role of this gene as a SD promoter of heading date [19, 37].

*VRN-A1* and *PPD-B1* were the only analyzed flowering promoting genes for which we observed significantly higher transcript levels in the *phy-*null mutants in SD than in LD and the opposite in the WT (LD > SD). Based on this result, we speculate that these genes could contribute to the earlier flowering of the *phy-*null mutants in SD than in LD. Expression of these genes was significantly affected by photoperiod and genotype and all three showed significant genotype x photoperiod interactions (Fig. 7). It is important to point out that the SD RNA-seq samples for the *phy-*null mutants were collected 70–78 days before heading, so they likely represent early stages of flowering induction. It would be interesting to study later time points closer to heading to see if genes that are induced by *VRN-A1*, such as *VRN-B1*, *FT1*, and *FT2* [32, 38], are upregulated earlier in SD than in LD.

### Light signaling and alternative splicing (AS) in wheat

In addition to the differences in transcript levels, we explored whether *PHYB* or *PHYC* regulate AS events in wheat using the replicate Multivariate Analysis of Transcript Splicing (rMATS) statistical method [39]. Our RNA-seq datasets show that both *PHYB* and *PHYC* regulate the expression of genes encoding components of the splicing machinery (Additional file 1, Table S8). For example, TraesCS2A01G122400, which encodes the large subunit of splicing factor U2AF, was downregulated in *phyB*-null mutants in both SD and LD conditions and TraesCS1B01G130200, which encodes an Arginine/serine-rich splicing factor, was upregulated in *phyC*-null mutants in both SD and LD (Additional file 1, Table S8). 

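Table S8 lists 10 splicing-related genes for *PHYB* in SD, of which 9 were called here, 6 of them higher and 3 lower in WT. Of 9 listed for *PHYC*, 6 were called, 2 higher and 4 lower in WT. Adjusted over the list alone, 10 and 9 were called, which is not independent evidence because the study chose the genes on these libraries. DESeq2 and edgeR's exact test together also called 10 and 9. Of the 15 genes on either list, the direct test called 2 between the mutants.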

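In SD, TraesCS2A01G122400 was at 3.04 ± 0.709 TPM in WT (mean ± SD, n = 4), 1.35 ± 0.229 TPM in *phyB*-null and 3.47 ± 0.649 TPM in *phyC*-null. Its log2 fold change was 1.03 (standard error 0.27, adjusted p = 0.0152) for *PHYB* by edgeR's quasi-likelihood test, which is past the threshold by both DESeq2 and edgeR's exact test but not by this test, and every WT library was above every *phyB*-null library. TraesCS1B01G130200 was at 0.208 ± 0.0906 TPM in WT, 0.0304 ± 0.0213 TPM in *phyB*-null and 1.81 ± 0.441 TPM in *phyC*-null. For *PHYC*, its log2 fold change was -3.20 (standard error 0.33, adjusted p = 0.000347) by edgeR's quasi-likelihood test. It changed in the opposite direction for *PHYB*, at 2.67 (standard error 0.63, adjusted p = 0.00910) by edgeR's quasi-likelihood test, although this call was lost in 6 of the 8 fits that left out a library. Between the mutants the log2 fold change was -5.85 (standard error 0.42, adjusted p = 2.49e-05) by edgeR's quasi-likelihood test.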

There were also several splicing-related genes regulated specifically under SD conditions. 

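Splicing genes higher in both mutants in SD included TraesCS5B01G017300, for splicing factor 3B subunit 1, at 0.154 ± 0.0502 TPM in WT (mean ± SD, n = 4), 0.944 ± 0.0312 TPM in *phyB*-null and 0.588 ± 0.207 TPM in *phyC*-null. Its log2 fold change was -2.73 (standard error 0.23, adjusted p = 6.48e-06) for *PHYB* and -2.09 (standard error 0.38, adjusted p = 0.0140) for *PHYC* by edgeR's quasi-likelihood test, called for *PHYB* alone. TraesCS7B01G450300LC, for splicing factor 3B subunit 4, had no count in WT and was at least 42.0-fold higher in *phyB*-null and 56.3-fold higher in *phyC*-null against a floor of 3 counts over the group. It lies in a stretch of 50 low confidence models of chromosome 7B of which 9 were called for *PHYC*. TraesCS2B01G720700LC, for a small subunit of U2AF, was at 3.19 ± 2.46 TPM in *phyB*-null and 2.13 ± 0.693 TPM in *phyC*-null, and had 2 counts over all WT libraries. The count ratio to WT was 48.1 (95% counting interval 13.0 to 403) for *phyB*-null and 29.7 (95% counting interval 7.93 to 250.3) for *phyC*-null. Its calls were lost in 5 of 8 fits with a library left out for *PHYB* and in 7 of 8 for *PHYC*. The gene for cwc26 (TraesCS1B01G125800) was instead lower in the mutants, at 9.96 ± 4.78 TPM in WT, 2.33 ± 1.86 TPM in *phyB*-null and 2.18 ± 0.811 TPM in *phyC*-null. It was called for *PHYB* (log2 fold change 2.04 (standard error 0.46, adjusted p = 0.00702), edgeR's quasi-likelihood test), a call lost in 5 of 8 such fits. For *PHYC* its log2 fold change was 2.07 (standard error 0.36, adjusted p = 0.0118) by edgeR's quasi-likelihood test, and it was called for both by DESeq2 and edgeR's exact test together.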

Three genes encoding splicing factor subunits were upregulated in both *phyB*-null and *phyC*-null mutants, while TraesCS1B01G125800, which encodes pre-mRNA-splicing factor cwc26, was significantly downregulated in both mutants in SD conditions (Additional file 1, Table S8).

To quantify the effect of these changes on AS in wheat, we first identified RNA-seq reads mapping to exon-intron junctions in annotated genes and calculated the frequency of AS events in five different categories (retained intron, skipped exon, alternative 5′ or 3′ splice sites and mutually exclusive exons). Comparing the frequency of each event between WT and mutant genotypes in different photoperiods, we found 5,175 AS events that were significantly regulated by either *PHYB* or *PHYC* (FDR *P-*adj < 0.05). The most commonly observed AS event was intron retention, followed by alternative 3′ splice sites (Fig. 8a).

**Fig. 8:**
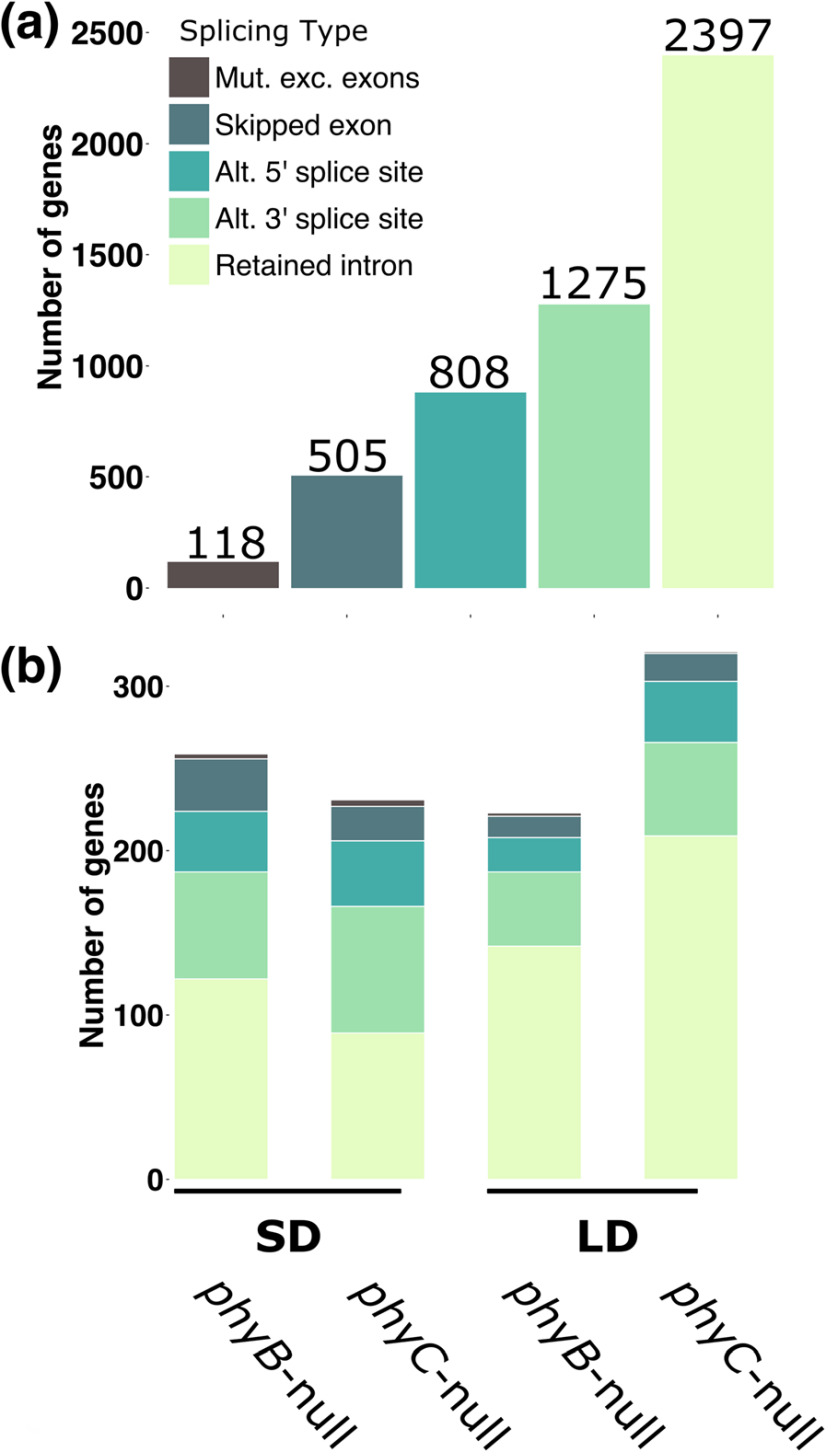
Phytochrome-mediated alternative splicing events in wheat **(a)** Number of AS events in each category among all RNA-seq data. **(b)** Number of genes differentially affected by AS events in WT and *phy*-null mutants in SD and LD RNA-seq experiments

To classify the events with potentially greater impact on gene function, we looked at the subset annotated genes that showed > 30% variation in their isoform expression levels between genotypes. Among these genes, similar numbers were impacted by AS events in SD and LD (Fig. 8b), although we found a slightly larger number of genes with retained intron events mediated by *PHYC* in LD conditions (Fig. 8b). Full information on the individual genes impacted by different AS events are provided in Additional file 6.

## Discussion

### Phytochromes interact with *PPD1* in the regulation of wheat heading time

Across plant species, one well-characterized function of phytochromes is to regulate flowering time in response to changes in photoperiod. Previous studies have shown that a major function of *PHYB* and *PHYC* in the temperate cereals was to accelerate heading time under LD [28–31], and those results were confirmed here (Fig. 1a-b). By contrast, loss-of-function mutations in the orthologous *PHY* genes in the SD grasses rice and sorghum result in earlier heading under LD [40–43]. Despite the opposite effect of the *phyB*-null and *phyC*-null mutants on heading time in SD- and LD-grasses, these two genes promote the expression of *PPD1/PRR37* in both groups of grasses. The difference between them seems to appear downstream of *PHYB* and *PHYC*, since under LD conditions *PPD1/PRR37* functions as a flowering repressor in rice [12] and sorghum [13] but as a flowering promoter in the temperate grasses [9–11].

One notable result from previous observations on *phyC*-null mutants [28] and in the current study including both *phyB-*null and *phyC-*null mutants is that in both cases the mutants headed earlier in SD than in LD, suggesting that these plants were behaving as if they were SD plants. Since the WT Kronos flowered later in SD than in LD, the differences in heading time between the *phy*-null and WT were much larger under LD (100–200 d) than under SD (30–40 d) (Fig. 1a-b).

It is important to note that these experiments were all performed in the variety ‘Kronos’ which carries the PI (*Ppd-A1a*) allele. This *PPD1* allele has a deletion in its promoter region that encompass the binding site of the ELF3 protein repressor [5], resulting in ectopic expression of *PPD1* during the night [14]. The night expression of *PPD1* is critical for the photoperiodic response, as demonstrated in night-break experiments. Induction of *PPD1* in the middle of a 16 h night (SD) by a 15 m pulse of light accelerates heading time almost as much as a LD photoperiod [4]. In *Brachypodium*, it has been proposed that *PHYC* activation of *PPD1* is mediated by ELF3 [5], so the elimination of an ELF3 binding site in the *Ppd-A1a* allele in wheat may limit the transmission of the phytochrome signal to *PPD1*. Therefore, it will be important to determine the effects of *phyB*-null and *phyC*-null mutations on heading date in the presence of the PS *Ppd-A1b* allele to test if the accelerated heading time in SD relative to LD in the *phy* mutants is maintained in this genetic background. We have initiated the crosses to perform this experiment.

The acceleration of heading time under SD in the *phy-*null mutants has some similarities with SD-vernalization, but also some differences. In PS accessions of winter wheat and *Brachypodium,* an exposure to SD for 6–8 w at room temperature followed by LD replaces the need for vernalization to accelerate heading date [44–47], but this was not observed in PI wheat accessions [46]. By contrast, we observed SD acceleration in the Kronos-PI background in the presence of *phyB*-null or *phyC*-null mutations, which suggests that different regulatory mechanisms are likely involved in these two phenomena.

In order to postulate a mechanism by which heading date is accelerated in SD relative to LD in the *phy-*null mutants it would be interesting to investigate if the contrasting effect of photoperiod on the regulation of the flowering promoting genes *VRN-A1* and *PPD-B1* in the *phy-*null mutants (up regulated in SD) compared to the WT (down regulated in SD) has a role in the earlier flowering of the *phy-*null mutants in SD relative to LD. The temporal reversion in the order of activation of the *FT1* and *FT2* genes in the WT and *phy* mutants may also contribute to the earlier flowering of the *phy-*null mutants in SD. In the presence of the WT phytochrome alleles, *FT1* is expressed to higher levels in Kronos-PI earlier in development than the *FT2* gene in SD (Fig. 3) and LD [32]. However, in the *phyC-*null mutant under SD, *FT2* transcripts were upregulated earlier than *FT1.* By 17 weeks, when these plants were starting to head, *FT2* reached very high expression levels (> 10-fold *ACTIN*) in both the *phyB-*null and *phyC-*null mutants. In growth chamber experiments under LD, under SD followed by LD conditions and in fall-planted field experiments, *ft2*-null alleles conferred only a small delay in heading date [32]. In summary, additional studies will be required to determine the role of *PPD1, VRN1* and *FT2* in the regulation of heading time under SD in a *phy-*null background.

Although *FT3* transcript levels were lower than other assayed genes, they were also upregulated earlier than *FT1* in both *phyB*-null and *phyC*-null mutants (Fig. 3). In barley, overexpression of the orthologue *HvFT3* accelerates heading in LDs and promotes the transition of the shoot apical meristem from the vegetative to the reproductive stage in both SD and LD [48]. In *Brachypodium*, *BdFTL9*, a member of the *FT3* clade promotes flowering in SD conditions [47]. This protein forms a floral activation complex only in the absence of *BdFT1* (i.e. SD conditions), describing a possible mechanism by which diversity in the PEBP family can finely tune flowering time control according to photoperiod [49]. We identified several other members of the PEBP family that were upregulated in LD conditions (Additional file 5), for which it would be interesting to characterize their role in wheat heading date.

In addition to the PEBP genes, *GIGANTEA*, *VRN2/GHD7* and *CO* have been shown to play important roles in the photoperiod response in rice [50, 51]. *GIGANTEA* is a direct promoter of FT in Arabidopsis [52], and in rice *GIGANTEA* upregulates *CO* (Hd1) which activates the expression of *FT* [51, 53]. In this study, we show that wheat *GIGANTEA* was expressed at significantly higher levels under SD than under LD and was positively regulated by both *PHYB* and *PHYC* specifically under LD (Fig. 7), suggesting that *GIGANTEA* may also play a role in the wheat photoperiod pathway. In rice, CO promotes flowering in SD in the presence of functional *GHD7/VRN2* or *PRR37/PPD1* alleles, and in LD in the *ghd7prr37* double mutant [50] providing an example of how mutations in these photoperiod genes can result in the reversion of the photoperiodic response. Both wheat *CO1* homeologs were highly upregulated in both *phy* mutants, whereas the *CO2* homeologs were not affected by the same mutations suggesting that these two paralogs are regulated differently by the phytochrome genes. Interestingly, *CO1* transcript levels were higher in SD in the WT and in LD in the *phy* mutants resulting in a strong interaction between genotype and photoperiod (Fig. 7). We also identified TraesCS7A01G211300, that encodes the ortholog to *BdCONSTANS-Like 1* (Additional file 6). This gene is upregulated in LD in WT genotypes, but upregulated in SD in *phyB*-null and *phyC*-null mutants. Interestingly this gene was differentially expressed in the *Brachypodium elf3*-null mutant, suggesting that the TraesCS7A01G211300 and *BdCONSTANS-Like 1* orthologs may share similar regulatory mechanisms [5].

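*ZCCT-A1* (TraesCS5A01G541300) was at 0.223 ± 0.165 TPM in WT (mean ± SD, n = 4), 0.226 ± 0.152 TPM in *phyB*-null and 0.357 ± 0.292 TPM in *phyC*-null in SD, from 0 to 8 counts per WT library. *ZCCT-A2* (TraesCS5A01G541200) was at 0.105 ± 0.0253 TPM in WT, 0.474 ± 0.214 TPM in *phyB*-null and 0.110 ± 0.0799 TPM in *phyC*-null, from 2 to 3 counts per WT library. Neither was called for *PHYB* (adjusted p = 0.924 and 0.0138, edgeR's quasi-likelihood test) or for *PHYC* (0.717 and 0.873). *ZCCT-A2* passed for *PHYB* by DESeq2 and edgeR's exact test together and when adjusted over the list alone, with every *phyB*-null library above every WT library.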

We are unable to draw conclusions on the role of the *VRN2* locus (duplicated genes *ZCCT1* and *ZCCT2*) because the functional *ZCCT-B2a* and *ZCCT-B2b* genes are not annotated in the reference genome used in our study, and the non-functional *ZCCT-A1* (TraesCS5A01G541300) and *ZCCT-A2* genes (TraesCS5A01G541200) were expressed at low levels (Additional file 5).

When analyzing the expression profiles of flowering time genes it is important to remember that the RNA-seq data represent a single time point during the day and during plant development of a very dynamic process of interactions among multiple flowering genes. Therefore, these expression profiles can change if analyzed at different times or developmental stages. Despite this limitation, the information generated for this single time point provided important insights on the complex networks that regulate wheat development in response to the phytochrome signals.

### Phytochromes affect plant architecture and vegetative development

In addition to flowering time, we found that mutations in *PHYB* and *PHYC* are associated with differences in vegetative development. In both SD and LD photoperiods, the leaves in the *phyB*-null and *phyC*-null mutants were longer and wider than in the WT suggesting a more extended or more robust growth (Fig. 1e-f, [28, 31]). This is in contrast to the *phyC*-null mutant phenotype in *Brachypodium*. The first four leaves of *phyC*-null plants were shorter than WT in SDs, and not significantly different in length in LD conditions [30]. This discrepancy could be due to the stage of development, since in our study, we measured flag leaves and in *Brachypodium,* young leaves were studied.

The reduced tiller number in the *phyB*-null and *phyC*-null mutants relative to the WT (Fig. 1c) despite their later heading time (Fig. 1a-b) suggests that *PHYB* and *PHYC* may play a role in the promotion of tiller number that is independent of their effect on heading time. A similar reduction in tiller number has been reported in *phyB* mutants in sorghum [54]. In this mutant, the initiation of axillary meristems and formation of buds occur normally, but bud outgrowth is inhibited compared to the WT from six days after planting. This growth arrest is associated with increased transcript levels of *Teosinte Branched1* (*SbTB1*) and dormancy-associated genes [54, 55]. 

The impact of these alleles on plant height was strikingly different between photoperiods. Whereas under LD conditions both *phyB*-null and *phyC*-null mutant lines were shorter than WT plants (51.1 and 59.6 cm shorter, respectively [31]), in SDs both mutants were significantly taller than the WT (31.0 cm for *phyB*-null and 22.1 cm for *phyC*-null, Fig. 1g). Interestingly, although overall height of *phyB* and *phyC* were similar, the stem development in each mutant was different, with *phyB*-null mutants exhibiting a greater number of internodes (Fig. 1g). There were several genes regulated by *PHYB* but not *PHYC* that may be associated with these phenotypic differences. In both SD and LD, transcript levels of *GA20ox-B2* and *GA20ox-B4*, which encode GA biosynthetic enzymes, were significantly higher in *phyB*-null mutants than either WT or *phyC*-null (Additional file 4).

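In SD, *GA20ox-B2* (TraesCS3B01G439900) was at 0.266 ± 0.101 TPM in WT (mean ± SD, n = 4), 29.7 ± 4.53 TPM in *phyB*-null and 0.842 ± 0.846 TPM in *phyC*-null. On the log2 scale, the change of WT over *phyB*-null was -6.90 (standard error 0.27, adjusted p = 1.63e-08), and that of *phyB*-null over *phyC*-null was 5.22 (standard error 0.49, adjusted p = 0.000144), both by edgeR's quasi-likelihood test. For WT over *phyC*-null it was -1.68 (standard error 0.56, adjusted p = 0.157) by that edgeR test, which was not called. *GA20ox-B4* (TraesCS1B01G274200) was at 0.0825 ± 0.108 TPM in WT, 2.65 ± 1.22 TPM in *phyB*-null and 0.156 ± 0.276 TPM in *phyC*-null. It was called for *PHYB* (log2 fold change -5.05 (standard error 0.64, adjusted p = 0.000143), edgeR's quasi-likelihood test), but the direct test of *phyB*-null over *phyC*-null gave 4.21 (standard error 0.85, adjusted p = 0.0122) by edgeR's quasi-likelihood test, short of the threshold, although it passed with DESeq2 and edgeR's exact test together. The calls for *PHYB* held with each library left out in turn, and every *phyB*-null library was above every library of the other genotypes.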

Mutations in the phytochrome genes also affect plant morphology in the short-day grasses. Among rice plants grown in the field under non-inductive LD conditions, those with no functional phytochromes headed earlier, were shorter and had smaller panicles than sister lines with a functional *PHYC* in a *phyA phyB* background [42]. In the *phyA phyB* background, the *PhyC* gene also affected chlorophyll content, leaf angle and grain size, confirming the multiple pleiotropic effects of the phytochrome mutants in grasses. Sorghum plants carrying non-functional *phyB* alleles exhibit elongated hypocotyl growth in response to blue light [56] and increased stem elongation and internode number in inductive photoperiods [57]. Similarly, Arabidopsis, a LD-plant, exhibits elongated petioles in *phyB* mutants [58]. These vegetative phenotypes are characteristic of the shade avoidance response, which is mediated by *PHYB* in both SD and LD species. The similarities in phenotypes suggest that *PHYB* may play a role in shade avoidance pathways in wheat that is conserved in the other plant species described above. Some of the multiple genes differentially regulated in *PHYB* but not in *PHYC* may play a role in the shade avoidance response.

Our transcriptomic results are also consistent with previous studies that have established a link between phytochromes and the cold regulation pathway [59, 60]. In rice, *phyB*-null mutants exhibit improved cold tolerance [61] and in Arabidopsis, PIF3 binds to the promoters of *CBF* genes to suppress their expression [62]. 

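Of the 4 *COR* genes that the paper's tables pair with identifiers, 3 were called for *PHYB* and 3 for *PHYC*, all higher in the mutants, and 4 and 3 adjusted over the list alone. *WCS19a* (TraesCS2B01G447600) was at 0.853 ± 0.110 TPM in WT (mean ± SD, n = 4), 51.3 ± 25.5 TPM in *phyB*-null and 22.5 ± 9.65 TPM in *phyC*-null. For *WCS19a* the log2 fold change was -6.01 (standard error 0.33, adjusted p = 2.33e-07) for *PHYB* and -4.82 (standard error 0.31, adjusted p = 9.57e-06) for *PHYC* by edgeR's quasi-likelihood test. The neighbouring gene *WCOR14* (TraesCS2B01G447500) was at 14.9 ± 3.81 TPM in WT, 250.0 ± 117 TPM in *phyB*-null and 79.2 ± 31.8 TPM in *phyC*-null, and its call for *PHYC* was lost without WT replicate 1. *WCOR413* (TraesCS5A01G403600) was at 41.4 ± 5.38 TPM in WT, 70.4 ± 25.0 TPM in *phyB*-null and 65.4 ± 35.1 TPM in *phyC*-null, and was called in neither comparison, although it passed for *PHYB* by DESeq2 and edgeR's exact test together (adjusted p = 0.0245 and 0.187, edgeR's quasi-likelihood test). The plot of TPM for the *CBF* and *COR* genes shows each library.

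**Figure D3:**
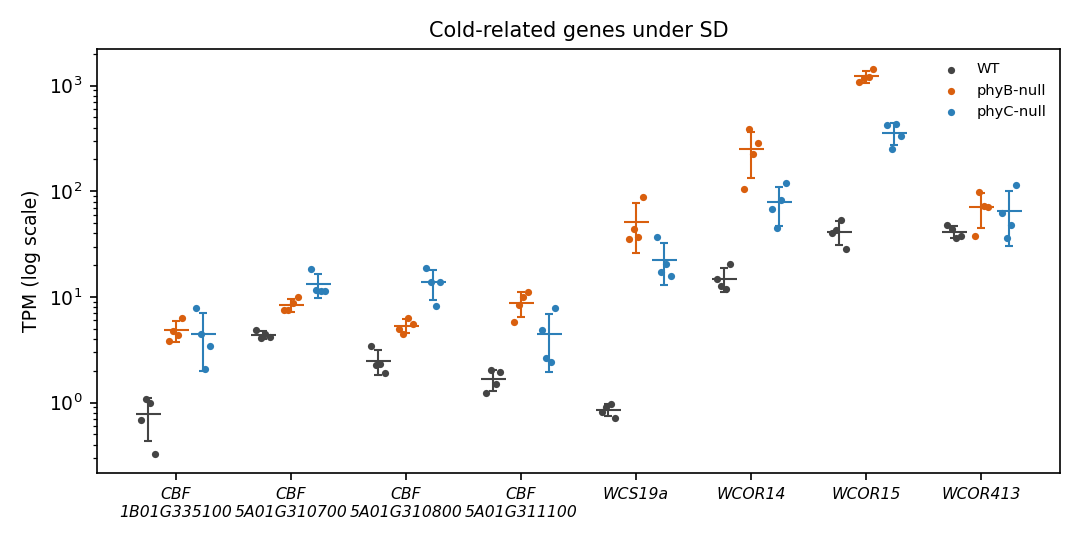
TPM (log axis) of the 4 *CBF* and 4 *COR* genes in WT, *phyB*-null and *phyC*-null. Points are libraries, dashes the mean and bars the SD of 4 libraries. Mutant libraries lie above WT libraries for each gene except *WCOR413*, whose SDs overlap.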

We identified four *CBF* genes and two *COR* genes that were highly expressed in phytochrome null mutants in SDs (Figs. 5 and 6). Transcript levels of four *COR* genes were significantly higher in SD than LD in WT and both *phy* mutants, but the differences were greater in the *phy* mutants. This demonstrates that in warm ambient temperatures, both *PHYB* and *PHYC* act to suppress the activation of the cold responsive pathway during the day. In wheat, a link between light quality and cold tolerance has previously been made [63] and suggests that the destabilization of phytochromes in response to FR light (commonly at higher levels in the dusk) or darkness improves the overall cold tolerance. It would be interesting to test the cold tolerance of the Kronos phytochrome mutants to confirm this activation at the physiological level.

## Conclusions

The characterization of loss-of-function mutants for *PHYB* and *PHYC* in tetraploid wheat revealed that these genes regulate both vegetative development and heading time, with larger differences between the *phy*-null mutants and the WT under LD than under SD. Although the major role of *PHYB* and *PHYC* in the temperate cereals is the acceleration of heading time under LD, our results also revealed that these genes play a role in repressing flowering under SD. The RNA-seq results presented in this study identified a number of flowering genes showing significant interactions between photoperiod and *PHYB/PHYC* alleles, which may contribute to the opposite effects of these phytochromes on heading time in different photoperiods. They also revealed subsets of genes that were specifically regulated by *PHYB* and *PHYC* in either SD or LD photoperiods, or in both photoperiods, providing insights into light signaling pathways in wheat.

## Methods

### Plant materials, growth conditions and phenotypic measurements

All plant materials for this study were derived from an EMS-mutagenized TILLING population in the tetraploid *Triticum turgidum* L. *ssp.* durum Desf*.* variety ‘Kronos’ (genomes AABB) which was developed in Dr. Jorge Dubcovsky’s lab and described previously [64]. The *phyB*-null and *phyC*-null mutants were identified from exome-sequenced lines from this population [65] and were described previously [28, 31]. Briefly, we combined null mutations in the A and B homeologs of each gene by marker assisted selection and performed two backcrosses to reduce background mutations. We self-pollinated the mutants for several generations, and used BC_2_F_4_*phyB*-null and BC_2_F_5_*phyC*-null mutants for the RNA-seq studies. WT lines correspond to the same Kronos parent used in the backcross. All plants in this experiment carried the *Ppd-A1a* allele that confers reduced sensitivity to photoperiod [11]. All plants were grown in growth chambers (PGR15, Conviron, Manitoba, Canada) under SD conditions (8 h light/16 h dark) at 20 °C day/18 °C night temperatures and a light intensity of ~ 260 μM m^− 2^ s^− 1^. All chambers including this SD experiment and a previous LD experiment [31] used similar halide light configurations and were located in the same room.

Heading time was recorded as the number of days after sowing when half of the spike emerged from the boot (Zadoks 55 [66]) using five biological replications (n) per genotype. All physiological measurements were made one time, at maturity. We measured total height and individual internode length (*n* = 4 for each genotype), total tiller number, leaf number, flag leaf width and length (*n* = 6 for each genotype). We compared SD data for heading time with previously published heading data of the same mutants grown in the same growth chamber configuration under LD [31].

### qRT-PCR assays

Plants used to harvest tissues for qRT-PCR experiments were grown under the conditions described above. Beginning when plants were two-weeks old, we collected tissue from the last fully expanded leaf in liquid nitrogen at three-week intervals until 17 weeks after sowing to cover most of the developmental stages in the mutants. All samples were collected 4 h after the lights came on in the growth chamber (ZT4). We collected four biological replicates of all three genotypes (WT, *phyB*-null and *phyC*-null) at each time point, using a single wild-type genotype as a control for both mutants. We extracted RNA using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO) following the manufacturer’s instructions. cDNAs were synthesized from 1 μg of total RNA using the High Capacity Reverse Transcription Kit (Applied Biosystems) and quantitative RT-PCR was performed in a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA) using SYBR Green. Primers for the target genes *PPD1* [28], *FT1* [15], *FT2* [16], *FT-A3*, *FT-B3* [67], *VRN1* [15], and the control gene *ACTIN* [31] were described previously. Expression data are presented as fold-*ACTIN* levels (molecules of target gene/molecules of *ACTIN*).

### RNA-seq library construction and sequencing

The individual plants used for the RNA-seq experiment were the same plants used for the qRT-PCR and phenotypic studies. For the SD RNA-seq experiment, we extracted RNA samples from four biological replicates of each genotype from eight-week-old plants. One wild-type genotype was used as a control for both *phyB*-null and *phyC*-null mutants. At this stage, the apices of the WT plants were at an early stage of spike development (Waddington stage 3 [33]) and the apices of both *phyB*-null and *phyC*-null plants were still in the vegetative stage (Waddington stage 1 [33]). Data from the LD RNA-seq experiment was previously described [31] and was generated from RNA extracted from the fully-extended third leaf of four-week-old plants, when the apices of WT plants were at the same developmental stage as in eight-week-old SD-plants. There were two experimental replicates of this data, each comprising 16 samples (four biological replicates of *phyB*-null, *phyC-*null and respective wild-type sister lines for each mutant). We assembled and determined the quality of RNA-sequencing libraries using the methods described previously [31]. Libraries were barcoded to allow multiplexing and were sequenced using the 100 bp single read module across two lanes (two biological replicates of each genotype, or six libraries, per lane) on a HiSeq4000 sequencer at the UC Davis Genome Center.

### RNA-seq data processing

Raw reads were processed for quality and adapter contamination using the pipeline and parameters described previously [31]. Processed reads were mapped to the IWGSC RefSeq v1.0 genome assembly [68], using GSNAPl [69]. We used parameters -m 4 -n 1 -A sam -N 1 -t 24 for the 100 bp single end read SD data, and parameters -m 2 -n 1 -A sam -N 1 -t 24 for the 50 bp single end read LD data, to generate Sequence Alignment/Map (SAM) files for each sample. We used high and low confidence gene models from IWGSC Refseq v1.0 annotations. To provide additional context to gene function, we performed a BLASTP search using each annotated gene as a query against the NCBI NR database of proteins. We also added additional annotation information for genes encoding members of different transcription factor families [70], MIKC subclass members of the MADS-box gene family [71] and of the *FT-like* gene family [67]. Full information of the annotations associated with each differentially expressed gene are provided in Additional file 2.

Uniquely-mapped raw count values were generated using htseq-count (https://github.com/simon-anders/htseq) as described previously [31]. Genes that showed no raw count values greater than or equal to three in any replicate of any of the three genotypes were discarded, leaving 72,108 genes. The raw counts for these remaining genes were normalized using DESeq2 and differentially expressed genes were detected in pair-wise comparisons between genotypes using a threshold of FDR *P*adj < 0.01 for both DESeq2 and edgeR statistical tests [72]. For LD data, two experimental replicates were analyzed separately and only genes that were significant in both comparisons (described as “high-confidence” DE genes in our earlier study [31]), were included in this analysis.

### Alternative splicing

Alternative splicing events were characterized with rMATS v4.0.1 [39]. A GTF annotation file was created for both SD and LD datasets using Stringtie [73]. Inputs for this file were the sorted BAM files generated during RNA-seq mapping and high and low confidence gene annotations from IWGSC RefSeq v1.1 to specify exon-intron boundaries. Genome indices used by rMATS were created from the IWGSC RefSeq v1.0 assembly using STAR (parameter --runMode genomeGenerate) [74]. Fastq files for each sample were trimmed to 100 bp and 50 bp for SD and LD datasets, respectively, using a custom perl script. rMATS was run twice on each dataset, comparing WT with *phyB*-null and WT with *phyC*-null samples in both SD and LD datasets, using their respective GTF annotation files [68]. The inclusion level difference for each alternative splicing event was calculated from the number of reads for each replicate that map to a possible inclusion event, normalized by the length of those possible events. The value for each type of event represents the pairwise comparisons of the mean value from four replicates of WT and the respective *phy*-null genotype. Positive inclusion level differences indicate more reads mapped to an AS event in WT than in the *phy*-null sample and vice versa. An initial 0.01% splicing difference and FDR < 0.05 filter was used to determine significant alternative splicing events categorized into retained introns, skipped exons, alternative 5′ splice sites, alternative 3′ splice sites, and mutually exclusive exons. A more stringent cutoff of 30% inclusion level difference was used to analyze a subset of these events in greater detail.

### Functional annotation

Functional annotation to generate GO terms for each high-confidence and low-confidence gene in the IWGSC RefSeq v1.1 genome was performed as described previously [31].

## Supplementary information

**Additional file 1.** Figs. S1-S5, Tables S1-S8.

**Additional file 2.** RNA-seq data for all samples from SD photoperiods.

**Additional file 3.** RNA-seq data for all samples from LD photoperiods.

**Additional file 4 **RNA-seq data and annotations of genes regulated by *PHYB* or *PHYC* under SD or LD, divided into mutually exclusive categories.

**Additional file 5.** RNA-seq data comparing SD and LD within genotypes.

**Additional file 6.** Alternative splicing data from all pairwise comparisons.

## Data Availability

RNA-seq reads and raw count data is available at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE141000. Previously published raw data from RNA-seq studies is available under accession number GSE79049. Genetic materials from this study are available by request. Wheat TILLING lines can be ordered online from Dr. Jorge Dubcovsky’s lab (https://dubcovskylab.ucdavis.edu/wheat-tilling/) or through SeedStor (https://www.seedstor.ac.uk/).

## Abbreviations

ANOVA: ANalysis Of VAriance
AS: Alternative Splicing.
BAM: Binary Alignment Map.
bHLH: basic Helix Loop Helix.
BLAST: Basic Local Alignment Search Tool.
COR: Cold Responsive.
DE: Differentially Expressed.
EMS: Ethyl-Methane Sulfonate.
FDR: False Discovery Rate.
FR: Far Red.
GO: Gene Ontology.
GTF: Gene Transfer Format.
IWGSC: International Wheat Genome Sequencing Consortium.
LD: Long Day.
MDS: Multi-Dimensional Scaling.
ORF: Open Reading Frame.
PEBP: Phosphatidylethanolamine-Binding Proteins.
PHY: Phytochrome.
PIF: Phytochrome Interacting Factor.
PRG: Photoperiod Regulated Gene.
PRR: Pseudo-Response Regulator.
PI: Photoperiod Insensitive.
PS: Photoperiod Sensitive.
qRT-PCR: quantitative Reverse Transcriptase Polymerase Chain Reaction.
R: Red.
rMATS: replicate Multivariate Analysis of Transcript Splicing.
SAM: Sequence Alignment Map.
SEM: Standard Error of the Mean.
TF: Transcription Factor.
TILLING: Targeted Induced Local Lesions IN Genomes.
TPM: Transcripts per Million.
WT: Wild-type.
ZT: Zietgeber time.

# Supplementary material for: Effect of phyB and phyC loss-of-function mutations on the wheat transcriptome under short and long day photoperiods
**Source:** BMC Plant Biol. 2020 Jun 29;20:297. doi: 10.1186/s12870-020-02506-0
**Supplement:** Supplementary file 1 — Additional file 1. Figs. S1-S5, Tables S1-S8.

## Effect of *phyB* and *phyC* loss-of-function mutations on the wheat transcriptome under short and long day photoperiods

Additional file 1. Tables and figures in this additional file:

**Figure S1:** Heading date of *phyB* and *phyC* mutants in SD photoperiods. For each phytochrome gene, data is presented for plants carrying non-functional copies of only the A homeolog (-A), only the B homoeologue (-B) or both A and B alleles combined (null). Experiments were performed in the tetraploid variety 'Kronos' (Genomes AABB).

**Figure S2:** Representative plants of WT, *phyB*-null and *phyC*-null genotypes at eight-weeks of age. SD RNA-seq data was generated from leaf tissue harvested at this stage.

**Figure S3:** Transcript levels (TPM) from RNA-seq data of selected flowering time genes in wild-type, *phyB*-null and *phyC*-null plants grown in SD conditions. *FT-A3* transcripts were not detected in the RNA-seq experiment and are not displayed here. *VRN1* genes are displayed in a separate panel. Error bars represent standard error.

**Figure S4:** MDS plot for all SD and LD RNA-seq samples. LD data consists of two experimental replicates each with four biological replicates of each genotype. SD data consists of one experimental replicate.

**Figure S5:** Number of DE genes between SD and LD samples of each genotype. SD samples were harvested at 8 weeks of age and consisted of 4 biological replicates. LD samples were harvested at 4 weeks of age and consisted of 8 biological replicates.

**Table S1:** Summary of RNA-seq reads and mapping rates from SD samples.

**Table S2** – Top 10 significant enriched GO terms among genes differentially regulated by *PHYB*, by *PHYC*, and by both *PHYB* and *PHYC* in SD conditions.

**Table S3:** Summary of RNA-seq reads and mapping rates from LD samples.

**Table S4** – Top 10 significant enriched GO terms among genes differentially regulated by both *PHYB* and *PHYC* under different photoperiod conditions.

**Table S5:** Selected genes regulated by both *PHYB* and *PHYC* in both SD and LD photoperiods. Fold change between WT and respective *phy*-null mutants are presented. The values for LD are the mean fold-change in expression between both experimental replicates. a - *FT-A1* and *FT-B1* expression was zero in the *phy*-null mutants in these comparisons.

**Table S6:** Selected genes regulated by both *PHYB* and *PHYC* in SD photoperiods but not LD photoperiods. Fold change between WT and respective *phy*-null mutants are presented as the mean fold-change between both experimental replicates. a - *FT-A4* expression was zero in the *phy*-null mutants in these comparisons.

**Table S7:** Selected genes regulated by both *PHYB* and *PHYC* in LD photoperiods but not SD photoperiods. Fold change between WT and respective *phy*-null mutants are presented as the mean fold-change between both experimental replicates.

**Table S8:** *PHYB*- and *PHYC*-regulated splicing-related genes. Mean TPM and fold-change for each genotype was calculated from four biological replicates in SD samples, and eight biological replicates for LD samples.

**Figure S1:** Heading date of *phyB* and *phyC* mutants in SD photoperiods. For each phytochrome gene, data is presented for plants carrying non-functional copies of only the A homeolog (-A), only the B homoeologue (-B) or both A and B alleles combined (null). Experiments were performed in the tetraploid variety ‘Kronos’ (Genomes AABB).

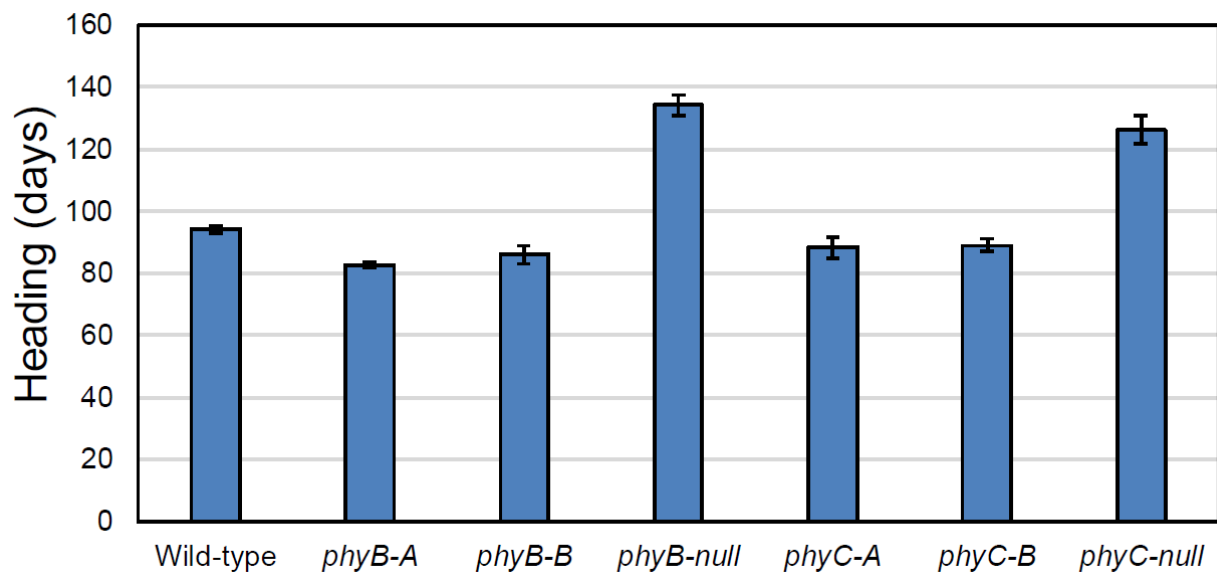

**Figure S2:** Representative plants of WT, *phyB*-null and *phyC*-null genotypes at eight-weeks of age. SD RNA-seq data was generated from leaf tissue harvested at this stage.

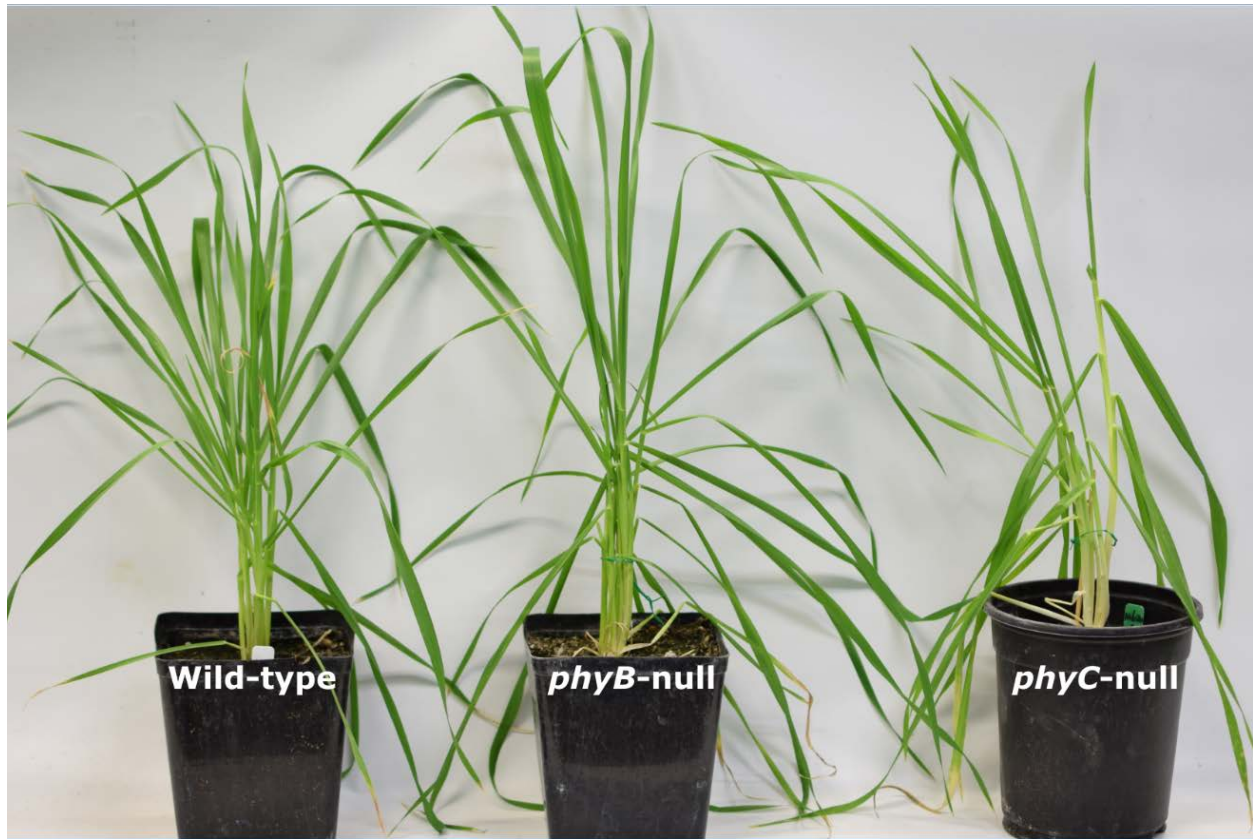

**Figure S3:** Transcript levels (TPM) from RNA-seq data of selected flowering time genes in wild-type, *phyB*-null and *phyC*-null plants grown in SD conditions. *FT-A3* transcripts were not detected in the RNA-seq experiment and are not displayed here. *VRN1* genes are displayed in a separate panel. Error bars represent standard error.

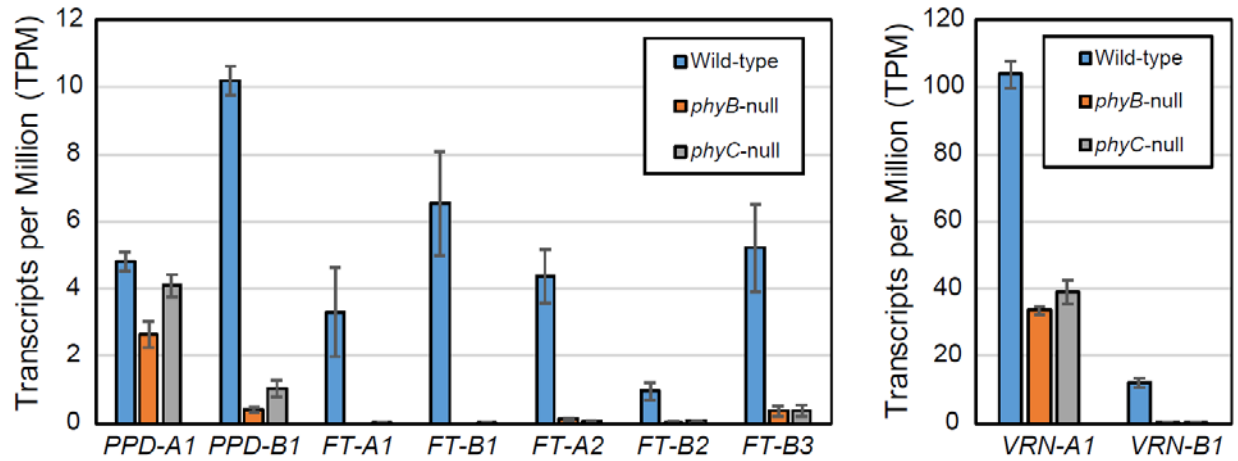

**Figure S4:** MDS plot for all SD and LD RNA-seq samples. SD data consists of four biological replicates of each genotype and one wild-type sample was used as a control for both mutants. LD data consists of two experimental replicates each including four biological replicates of *phyB*-null, *phyC*-null and wild-type sister lines for each respective mutant.

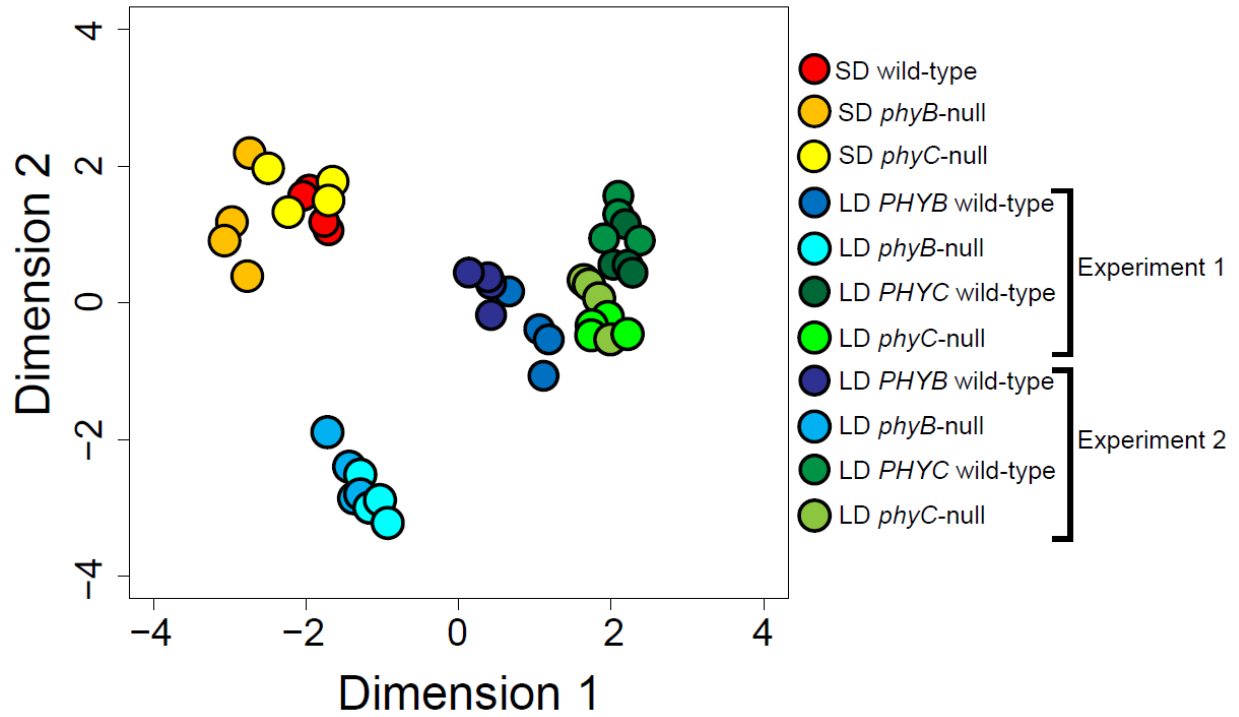

**Figure S5:** Number of DE genes between SD and LD samples of each genotype. SD samples were harvested at 8 weeks of age and consisted of 4 biological replicates. LD samples were harvested at 4 weeks of age and consisted of 8 biological replicates.

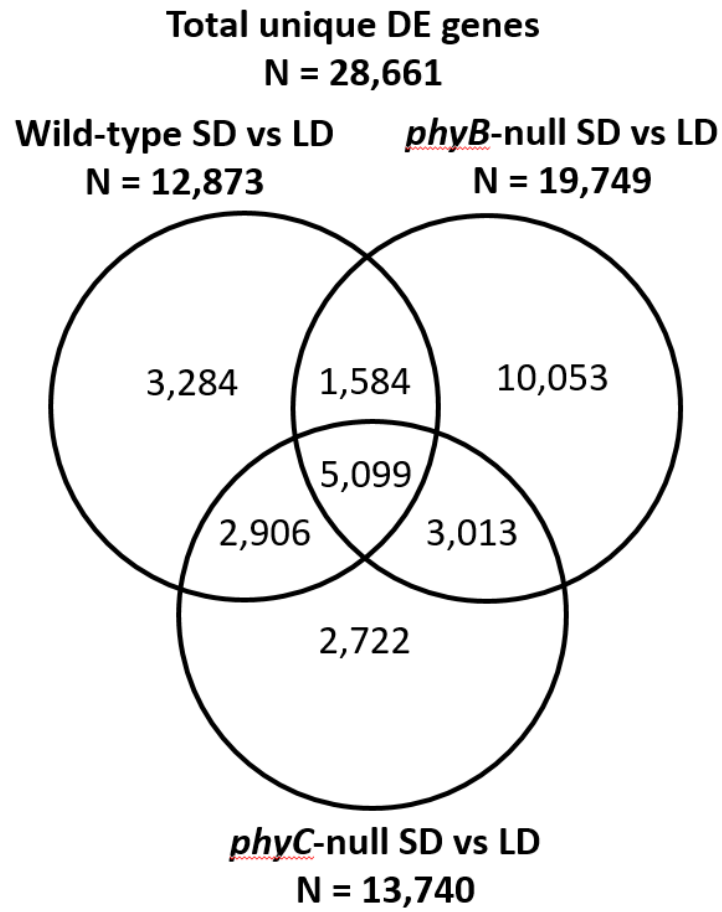

**Table S1:** Summary of RNA-seq reads and mapping rates from SD samples.

| Genotype          | Biological replicate | Total raw reads | Reads discarded |     | Total trimmed reads | Uniquely mapped reads |      |
|-------------------|----------------------|-----------------|-----------------|-----|---------------------|-----------------------|------|
|                   |                      |                 | N               | %   |                     | N                     | %    |
| Wild type         | 1                    | 58,502,128      | 1,013,691       | 1.7 | 57,488,437          | 39,607,623            | 68.9 |
|                   | 2                    | 58,830,113      | 1,108,319       | 1.9 | 57,721,794          | 40,219,742            | 69.7 |
|                   | 3                    | 67,577,803      | 1,139,114       | 1.7 | 66,438,689          | 45,702,198            | 68.8 |
|                   | 4                    | 65,430,265      | 1,191,428       | 1.8 | 64,238,837          | 44,160,635            | 68.7 |
| <i>phyB</i> -null | 1                    | 54,007,718      | 837,760         | 1.6 | 53,169,958          | 37,368,473            | 70.3 |
|                   | 2                    | 63,069,027      | 1,079,413       | 1.7 | 61,989,614          | 43,188,697            | 69.7 |
|                   | 3                    | 64,820,390      | 1,047,399       | 1.6 | 63,772,991          | 44,409,244            | 69.6 |
|                   | 4                    | 66,273,908      | 1,174,901       | 1.8 | 65,099,007          | 45,971,041            | 70.6 |
| <i>phyC</i> -null | 1                    | 66,985,324      | 1,317,576       | 2.0 | 65,667,748          | 45,956,376            | 70.0 |
|                   | 2                    | 66,376,725      | 1,289,943       | 1.9 | 65,086,782          | 45,148,294            | 69.4 |
|                   | 3                    | 86,487,404      | 1,503,903       | 1.7 | 84,983,501          | 58,948,262            | 69.4 |
|                   | 4                    | 72,794,612      | 1,384,225       | 1.9 | 71,410,387          | 49,720,482            | 69.6 |
| Mean              |                      | 65,929,618.08   | 1,173,972.67    | 1.8 | 64,755,645          | 45,033,422            | 69.7 |

**Table S2** – Top 10 significant enriched GO terms among genes differentially regulated by *PHYB*, by *PHYC*, and by both *PHYB* and *PHYC* in SD conditions.

| <b><i>PHYB</i>-regulated</b>      |                                       |                  |                    |                 |          |
|-----------------------------------|---------------------------------------|------------------|--------------------|-----------------|----------|
| <b>GO ID</b>                      | <b>Term</b>                           | <b>Annotated</b> | <b>Significant</b> | <b>Expected</b> | <b>P</b> |
| GO:0055114                        | Oxidation-reduction process           | 4,000            | 540                | 396.1           | 5.30E-15 |
| GO:0006468                        | Protein phosphorylation               | 3,908            | 529                | 387.0           | 6.60E-15 |
| GO:0044710                        | Single-organism metabolic process     | 9,737            | 1,161              | 964.1           | 8.50E-15 |
| GO:1903825                        | Organic acid transmembrane trans.     | 244              | 64                 | 24.2            | 2.30E-13 |
| GO:1905039                        | Carboxylic acid transmembrane trans.  | 237              | 61                 | 23.5            | 2.00E-12 |
| GO:0015849                        | Organic acid transport                | 324              | 75                 | 32.1            | 2.10E-12 |
| GO:0009812                        | Flavonoid metabolic process           | 489              | 98                 | 48.4            | 9.80E-12 |
| GO:0046942                        | Carboxylic acid transport             | 317              | 72                 | 31.4            | 1.50E-11 |
| GO:0016310                        | Phosphorylation                       | 5,363            | 669                | 531.0           | 1.70E-11 |
| GO:0044699                        | Single-organism process               | 17,160           | 1,886              | 1699.1          | 2.30E-11 |
| <b><i>PHYC</i>-regulated</b>      |                                       |                  |                    |                 |          |
| GO:0006952                        | Defense response                      | 1,209            | 43                 | 19.0            | 7.70E-07 |
| GO:0042592                        | Homeostatic process                   | 1,321            | 43                 | 20.8            | 7.20E-06 |
| GO:0006468                        | Protein phosphorylation               | 3,908            | 94                 | 61.6            | 2.10E-05 |
| GO:0016310                        | Phosphorylation                       | 5,363            | 121                | 84.5            | 2.20E-05 |
| GO:0016045                        | Detection of bacterium                | 5                | 3                  | 0.1             | 3.80E-05 |
| GO:0098543                        | Detection of other organism           | 5                | 3                  | 0.1             | 3.80E-05 |
| GO:0098581                        | Detection of external biotic stimulus | 8                | 3                  | 0.1             | 0.00021  |
| GO:0065008                        | Regulation of biological quality      | 2,033            | 53                 | 32.0            | 0.00025  |
| GO:0048878                        | Chemical homeostasis                  | 621              | 22                 | 9.8             | 0.00041  |
| GO:0006879                        | Cellular iron ion homeostasis         | 42               | 5                  | 0.7             | 0.0005   |
| <b><i>PHYB/PHYC</i>-regulated</b> |                                       |                  |                    |                 |          |
| GO:0006952                        | Defense response                      | 1,209            | 30                 | 11.1            | 9.10E-07 |
| GO:0006468                        | Protein phosphorylation               | 3,908            | 62                 | 35.7            | 1.10E-05 |
| GO:0006879                        | Cellular iron ion homeostasis         | 42               | 5                  | 0.4             | 4.00E-05 |
| GO:0016310                        | Phosphorylation                       | 5,363            | 76                 | 49.0            | 5.10E-05 |
| GO:0055072                        | Iron ion homeostasis                  | 92               | 6                  | 0.8             | 0.00021  |
| GO:0050896                        | Response to stimulus                  | 7,059            | 90                 | 64.5            | 0.0004   |
| GO:0042592                        | Homeostatic process                   | 1,321            | 25                 | 12.1            | 0.00054  |
| GO:0006950                        | Response to stress                    | 3,927            | 54                 | 35.9            | 0.00153  |
| GO:0048872                        | Homeostasis of number of cells        | 7                | 2                  | 0.1             | 0.0017   |
| GO:0009812                        | Flavonoid metabolic process           | 489              | 12                 | 4.5             | 0.00199  |

**Table S3:** Summary of RNA-seq reads and mapping rates from LD samples.

| Genotype  | Exp. Rep. | Bio. Rep. | Raw reads  | Reads discarded |      | Trimmed reads | Uniquely mapped reads |      |
|-----------|-----------|-----------|------------|-----------------|------|---------------|-----------------------|------|
|           |           |           |            | N               | %    |               | N                     | %    |
| PHYB-WT   | 1         | 1         | 38,193,836 | 2,291,251       | 6.0  | 35,902,585    | 18,977,319            | 52.9 |
|           |           | 2         | 37,228,077 | 2,236,373       | 6.0  | 34,991,704    | 18,615,718            | 53.2 |
|           |           | 3         | 50,793,083 | 2,966,158       | 5.8  | 47,826,925    | 25,410,013            | 53.1 |
|           |           | 4         | 44,301,543 | 2,715,483       | 6.1  | 41,586,060    | 21,258,178            | 51.1 |
|           | 2         | 1         | 53,475,278 | 3,983,069       | 7.5  | 49,492,209    | 26,092,448            | 52.7 |
|           |           | 2         | 54,275,607 | 3,972,114       | 7.3  | 50,303,493    | 26,657,660            | 53.0 |
|           |           | 3         | 57,095,077 | 4,313,269       | 7.6  | 52,781,808    | 27,415,963            | 51.9 |
|           |           | 4         | 59,581,947 | 4,279,495       | 7.1  | 55,302,452    | 29,303,043            | 53.0 |
| phyB-null | 1         | 1         | 43,374,525 | 2,540,401       | 5.9  | 40,834,124    | 21,739,116            | 53.2 |
|           |           | 2         | 47,201,620 | 2,731,653       | 5.8  | 44,469,967    | 23,537,045            | 52.9 |
|           |           | 3         | 81,109,422 | 4,903,617       | 6.0  | 76,205,805    | 40,552,227            | 53.2 |
|           |           | 4         | 47,250,183 | 2,769,089       | 5.9  | 44,481,094    | 23,788,301            | 53.5 |
|           | 2         | 1         | 47,550,092 | 3,517,065       | 7.4  | 44,033,027    | 23,533,579            | 53.5 |
|           |           | 2         | 50,880,434 | 3,783,852       | 7.4  | 47,096,582    | 25,126,305            | 53.4 |
|           |           | 3         | 56,371,576 | 4,144,097       | 7.4  | 52,227,479    | 27,938,705            | 53.5 |
|           |           | 4         | 51,113,770 | 3,679,790       | 7.2  | 47,433,980    | 25,437,698            | 53.6 |
| PHYC-WT   | 1         | 1         | 40,263,724 | 4,609,655       | 11.5 | 35,654,069    | 18,918,318            | 53.1 |
|           |           | 2         | 40,409,065 | 4,363,202       | 10.8 | 36,045,863    | 20,341,146            | 56.4 |
|           |           | 3         | 42,605,342 | 4,775,194       | 11.2 | 37,830,148    | 20,222,651            | 53.5 |
|           |           | 4         | 39,796,668 | 4,597,431       | 11.6 | 35,199,237    | 18,893,499            | 53.7 |
|           | 2         | 1         | 37,994,979 | 3,339,800       | 8.8  | 34,655,179    | 18,184,337            | 52.5 |
|           |           | 2         | 43,262,009 | 3,678,319       | 8.5  | 39,583,690    | 21,115,165            | 53.3 |
|           |           | 3         | 41,619,486 | 3,613,203       | 8.7  | 38,006,283    | 20,202,760            | 53.2 |
|           |           | 4         | 31,887,538 | 2,770,104       | 8.7  | 29,117,434    | 15,386,865            | 52.8 |
| phyC-null | 1         | 1         | 44,904,496 | 4,989,736       | 11.1 | 39,914,760    | 21,705,064            | 54.4 |
|           |           | 2         | 46,776,974 | 5,163,917       | 11.0 | 41,613,057    | 22,393,932            | 53.8 |
|           |           | 3         | 43,960,996 | 4,795,476       | 10.9 | 39,165,520    | 21,053,322            | 53.8 |
|           |           | 4         | 42,873,364 | 4,595,730       | 10.7 | 38,277,634    | 20,718,521            | 54.1 |
|           | 2         | 1         | 35,291,647 | 2,998,278       | 8.5  | 32,293,369    | 17,279,830            | 53.5 |
|           |           | 2         | 36,712,107 | 3,016,466       | 8.2  | 33,695,641    | 17,747,367            | 52.7 |
|           |           | 3         | 45,656,274 | 3,815,739       | 8.4  | 41,840,535    | 22,551,769            | 53.9 |
|           |           | 4         | 38,922,327 | 3,391,092       | 8.7  | 35,531,235    | 13,034,303            | 36.7 |
| Mean      |           |           | 46,022,908 | 3,729,379       | 8.2  | 42,293,530    | 22,347,880            | 52.8 |

**Table S4** – Top 10 significant enriched GO terms among genes differentially regulated by both *PHYB* and *PHYC* under different photoperiod conditions.

| <b><i>PHYB-PHYC</i> regulated – SD specific</b> |                                                                |                  |                    |                 |          |
|-------------------------------------------------|----------------------------------------------------------------|------------------|--------------------|-----------------|----------|
| <b>GO ID</b>                                    | <b>Term</b>                                                    | <b>Annotated</b> | <b>Significant</b> | <b>Expected</b> | <b>P</b> |
| GO:0006468                                      | Protein phosphorylation                                        | 5,201            | 88                 | 41.65           | 5.10E-12 |
| GO:0016310                                      | Phosphorylation                                                | 7,036            | 105                | 56.35           | 4.60E-11 |
| GO:0019725                                      | Cellular homeostasis                                           | 845              | 23                 | 6.77            | 4.50E-07 |
| GO:0006952                                      | Defense response                                               | 1,563            | 33                 | 12.52           | 5.10E-07 |
| GO:0042592                                      | Homeostatic process                                            | 1,597            | 33                 | 12.79           | 8.10E-07 |
| GO:0006796                                      | Phosphate-containing compound metabolic process                | 9,005            | 109                | 72.12           | 2.00E-06 |
| GO:0006793                                      | Phosphorus metabolic process                                   | 9,117            | 109                | 73.02           | 3.60E-06 |
| GO:0045454                                      | Cell redox homeostasis                                         | 356              | 13                 | 2.85            | 7.20E-06 |
| GO:0006464                                      | Cellular protein modification process                          | 8,493            | 99                 | 68.02           | 3.60E-05 |
| GO:0036211                                      | Protein modification process                                   | 8,493            | 99                 | 68.02           | 3.60E-05 |
| <b><i>PHYB-PHYC</i> regulated – LD specific</b> |                                                                |                  |                    |                 |          |
| GO:0048586                                      | Regulation of LD photoperiodism, flowering                     | 30               | 2                  | 0.02            | 0.00015  |
| GO:0042752                                      | Regulation of circadian rhythm                                 | 31               | 2                  | 0.02            | 0.00016  |
| GO:2000028                                      | Regulation of photoperiodism, flowering                        | 41               | 2                  | 0.02            | 0.00029  |
| GO:2000243                                      | Positive regulation of reproductive process                    | 42               | 2                  | 0.03            | 0.0003   |
| GO:0048574                                      | LD photoperiodism, flowering                                   | 43               | 2                  | 0.03            | 0.00032  |
| GO:0005982                                      | Starch metabolic process                                       | 224              | 3                  | 0.14            | 0.00034  |
| GO:0048571                                      | LD photoperiodism                                              | 45               | 2                  | 0.03            | 0.00035  |
| GO:0010218                                      | Response to far red light                                      | 52               | 2                  | 0.03            | 0.00046  |
| GO:0007623                                      | Circadian rhythm                                               | 53               | 2                  | 0.03            | 0.00048  |
| GO:0048511                                      | Rhythmic process                                               | 57               | 2                  | 0.03            | 0.00056  |
| <b><i>PHYB-PHYC</i> regulated – SD and LD</b>   |                                                                |                  |                    |                 |          |
| GO:0050789                                      | Regulation of biological process                               | 10,086           | 17                 | 5.9             | 3.20E-06 |
| GO:0009889                                      | Regulation of biosynthetic process                             | 5,573            | 12                 | 3.26            | 2.40E-05 |
| GO:0065007                                      | Biological regulation                                          | 11,745           | 17                 | 6.88            | 2.90E-05 |
| GO:0006355                                      | Regulation of transcription, DNA-templated                     | 5,066            | 11                 | 2.97            | 5.80E-05 |
| GO:0080090                                      | Regulation of primary metabolic process                        | 6,135            | 12                 | 3.59            | 6.40E-05 |
| GO:1903506                                      | Regulation of nucleic acid-templated transcription             | 5,113            | 11                 | 2.99            | 6.40E-05 |
| GO:2001141                                      | Regulation of RNA biosynthetic process                         | 5,113            | 11                 | 2.99            | 6.40E-05 |
| GO:0051252                                      | Regulation of RNA metabolic process                            | 5,162            | 11                 | 3.02            | 7.00E-05 |
| GO:0019219                                      | Regulation of nucleobase-containing compound metabolic process | 5,317            | 11                 | 3.11            | 9.10E-05 |
| GO:0048573                                      | Photoperiodism, flowering                                      | 157              | 3                  | 0.09            | 0.00011  |

**Table S5:** Selected genes regulated by both *PHYB* and *PHYC* in both SD and LD photoperiods. Fold change between WT and respective *phy*-null mutants are presented. The values for LD are the mean fold-change in expression between both experimental replicates. a - *FT-A1* and *FT-B1* expression was zero in the *phy*-null mutants in these comparisons.

| Gene ID            | Annotation        | Fold change in expression |                       |                       |                       |
|--------------------|-------------------|---------------------------|-----------------------|-----------------------|-----------------------|
|                    |                   | Short days                |                       | Long days             |                       |
|                    |                   | WT/ <i>phyB</i> -null     | WT/ <i>phyC</i> -null | WT/ <i>phyB</i> -null | WT/ <i>phyC</i> -null |
| TraesCS7A01G115400 | <i>FT-A1</i>      | - <sup>a</sup>            | 168.88                | - <sup>a</sup>        | - <sup>a</sup>        |
| TraesCS7B01G013100 | <i>FT-B1</i>      | - <sup>a</sup>            | 286.72                | 927.23                | 481.46                |
| TraesCS3A01G143100 | <i>FT-A2</i>      | 38.02                     | 78.31                 | 119.44                | 16.64                 |
| TraesCS1B01G351100 | <i>FT-B3</i>      | 14.44                     | 14.18                 | 3.56                  | 7.52                  |
| TraesCS5A01G391700 | <i>VRN-A1</i>     | 3.09                      | 2.66                  | 15.64                 | 7.96                  |
| TraesCS5B01G396600 | <i>VRN-B1</i>     | 70.61                     | 52.50                 | 113.15                | 73.89                 |
| TraesCS2A01G261200 | <i>FUL-A2</i>     | 92.75                     | 644.50                | 800.56                | 127.00                |
| TraesCS2A01G174300 | <i>FUL-A3</i>     | 351.75                    | 369.78                | 740.74                | -                     |
| TraesCSU01G196100  | <i>PPD-B1</i>     | 25.37                     | 9.95                  | 322.38                | 35.17                 |
| TraesCS6A01G273200 | MYB               | 21.12                     | 8.30                  | 43.09                 | 2.89                  |
| TraesCS6B01G300600 | MYB               | 7.99                      | 5.11                  | 4.05                  | 3.63                  |
| TraesCS1A01G220300 | CONSTANS-like     | 3.36                      | 2.90                  | 3.82                  | 2.48                  |
| TraesCS3B01G365300 | VQ-motif protein  | 0.19                      | 0.31                  | 0.01                  | 0.08                  |
| TraesCS5A01G520200 | <i>TaFLC-A2</i>   | 0.35                      | 0.23                  | 0.12                  | 0.18                  |
| TraesCS4B01G351500 | <i>TaFLC-B2</i>   | 0.18                      | 0.11                  | 0.01                  | 0.02                  |
| TraesCS3A01G435000 | <i>TaFLC-A4-1</i> | 0.22                      | 0.06                  | 0.14                  | 0.12                  |
| TraesCS2A01G427200 | <i>WCOR15</i>     | 0.03                      | 0.11                  | 0.01                  | 0.05                  |

**Table S6:** Selected genes regulated by both *PHYB* and *PHYC* in SD photoperiods but not LD photoperiods. Fold change between WT and respective *phy*-null mutants are presented as the mean fold-change between both experimental replicates. a - *FT-A4* expression was zero in the *phy*-null mutants in these comparisons.

| Gene ID            | Annotation      | Fold change in short days |                       |
|--------------------|-----------------|---------------------------|-----------------------|
|                    |                 | WT/ <i>phyB</i> -null     | WT/ <i>phyC</i> -null |
| TraesCS3B01G162000 | <i>FT-B2</i>    | 24.89                     | 12.53                 |
| TraesCS2A01G132300 | <i>FT-A4</i>    | - <sup>a</sup>            | 6.80                  |
| TraesCS7B01G158900 | <i>TaFLC-B1</i> | 12.18                     | 3.66                  |
| TraesCS2B01G378700 | NF-YB           | 2.70                      | 3.07                  |
| TraesCS7A01G233300 | MYB_related     | 4.26                      | 9.05                  |
| TraesCS7B01G131600 | MYB_related     | 14.02                     | 16.90                 |
| TraesCS5B01G054800 | bHLH            | 5.55                      | 2.59                  |
| TraesCS5B01G183700 | WRKY            | 7.80                      | 5.16                  |
| TraesCS3B01G129900 | WRKY            | 13.83                     | 6.20                  |
| TraesCS3B01G240200 | WRKY            | 17.62                     | 6.85                  |
| TraesCS7B01G249700 | WRKY            | 123.51                    | 205.05                |
| TraesCS3B01G199000 | WRKY            | 2.38                      | 2.94                  |
| TraesCS5B01G183800 | WRKY            | 4.22                      | 2.92                  |
| TraesCS6A01G146900 | WRKY            | 4.96                      | 2.58                  |
| TraesCS1B01G374900 | WRKY            | 5.07                      | 2.47                  |
| TraesCS3A01G347500 | WRKY            | 5.51                      | 2.87                  |
| TraesCS1A01G334400 | GA-2oxidase     | 0.05                      | 0.13                  |
| TraesCS6A01G143900 | BBox            | 0.06                      | 0.17                  |
| TraesCS2A01G100600 | G2-like         | 0.22                      | 0.40                  |
| TraesCS3A01G274900 | GATA            | 0.55                      | 0.46                  |
| TraesCS1B01G335100 | CBF             | 0.16                      | 0.17                  |
| TraesCS5A01G311100 | CBF             | 0.19                      | 0.37                  |
| TraesCS5A01G310800 | CBF             | 0.47                      | 0.18                  |
| TraesCS5A01G310700 | CBF             | 0.52                      | 0.33                  |

**Table S7:** Selected genes regulated by both *PHYB* and *PHYC* in LD photoperiods but not SD photoperiods. Fold change between WT and respective *phy*-null mutants are presented as the mean fold-change between both experimental replicates.

| Gene ID            | Annotation        | Fold change in long days |                       |
|--------------------|-------------------|--------------------------|-----------------------|
|                    |                   | WT/ <i>phyB</i> -null    | WT/ <i>phyC</i> -null |
| TraesCS3A01G116300 | <i>GIGANTEA-A</i> | 2.35                     | 3.21                  |
| TraesCS3B01G135400 | <i>GIGANTEA-B</i> | 2.59                     | 3.99                  |
| TraesCS6B01G315400 | CO-like           | 0.42                     | 0.23                  |
| TraesCS7B01G115200 | SPL               | 0.24                     | 0.25                  |
| TraesCS3A01G107200 | <i>TZF-A1</i>     | 0.09                     | 0.18                  |

**Table S8:** *PHYB*- and *PHYC*-regulated splicing-related genes. Mean TPM and fold-change for each genotype was calculated from four biological replicates in SD samples, and eight biological replicates for LD samples.

| <i>PHYB</i> regulated under SD  |                                                            | TPM          |                      | Fold-change |
|---------------------------------|------------------------------------------------------------|--------------|----------------------|-------------|
| Gene ID                         | Annotation                                                 | Wild-type SD | <i>phyB</i> -null SD |             |
| TraesCS3B01G157400              | Pre-mRNA-splicing factor of RES complex protein            | 6.4          | 3.4                  | 1.9         |
| TraesCS1B01G125800              | Pre-mRNA-splicing factor <i>cwc26</i>                      | 10.0         | 2.3                  | 4.3         |
| TraesCS7B01G194600              | Pre-mRNA-splicing factor <i>SLU7</i>                       | 6.6          | 3.3                  | 2.0         |
| TraesCS5B01G017300              | Splicing factor 3B subunit 1                               | 0.2          | 0.9                  | 0.2         |
| TraesCS7B01G450300LC            | Splicing factor 3B subunit 4                               | 0.0          | 2.0                  | -           |
| TraesCS2B01G720700LC            | Splicing factor U2AF small subunit A                       | 0.1          | 3.2                  | 0.0         |
| TraesCS4B01G209600              | SR-rich pre-mRNA splicing activator                        | 4.4          | 1.7                  | 2.6         |
| TraesCS4A01G094900              | SR-rich pre-mRNA splicing activator                        | 25.2         | 4.9                  | 5.1         |
| TraesCS2A01G122400              | Splicing factor U2AF, large subunit                        | 3.0          | 1.3                  | 2.3         |
| TraesCS7A01G075100              | Splicing factor U2AF large subunit A                       | 0.2          | 0.0                  | 17.9        |
| <i>PHYC</i> -regulated under SD |                                                            | TPM          |                      | Fold-change |
| Gene ID                         | Annotation                                                 | Wild-type SD | <i>phyC</i> -null SD |             |
| TraesCS1B01G125800              | Pre-mRNA-splicing factor <i>cwc26</i>                      | 10.0         | 2.2                  | 4.6         |
| TraesCS2A01G646800LC            | Pre-mRNA-processing-splicing factor 8                      | 0.1          | 1.1                  | 0.1         |
| TraesCS1B01G416400              | Pre-mRNA-processing-splicing factor 8                      | 3.1          | 0.2                  | 15.6        |
| TraesCS1B01G130200              | Arginine/serine-rich splicing factor                       | 0.2          | 1.8                  | 0.1         |
| TraesCS5B01G017300              | Splicing factor 3B subunit 1                               | 0.2          | 0.6                  | 0.3         |
| TraesCS7B01G450300LC            | Splicing factor 3B subunit 4                               | 0.0          | 2.7                  | -           |
| TraesCS7B01G384700LC            | Splicing factor family-like                                | 0.5          | 0.0                  | -           |
| TraesCS5A01G366000              | Splicing factor U2AF large subunit                         | 0.0          | 0.2                  | 0.2         |
| TraesCS2B01G720700LC            | Splicing factor U2AF small subunit A                       | 0.1          | 2.1                  | 0.0         |
| <i>PHYB</i> -regulated under LD |                                                            | TPM          |                      | Fold-change |
| Gene ID                         | Annotation                                                 | Wild-type LD | <i>phyB</i> -null LD |             |
| TraesCS2A01G122400              | Splicing factor U2AF, large subunit                        | 3.5          | 1.5                  | 2.3         |
| TraesCS3A01G086900              | Splicing factor                                            | 5.8          | 9.8                  | 0.6         |
| TraesCS4A01G399500              | Pre-mRNA-splicing factor <i>CWC22</i> -like protein        | 3.0          | 9.1                  | 0.3         |
| TraesCS3A01G426500              | Lysine ketoglutarate reductase trans-splicing-like protein | 14.2         | 7.0                  | 2.0         |
| TraesCS5A01G189600              | Pre-mRNA-processing-splicing factor 8                      | 0.9          | 1.6                  | 0.6         |
| TraesCS3B01G293100              | Arginine/serine-rich splicing factor                       | 9.3          | 11.6                 | 0.8         |
| TraesCS3A01G260000              | Arginine/serine-rich splicing factor                       | 11.7         | 18.4                 | 0.6         |

|                    |                                      |      |      |     |
|--------------------|--------------------------------------|------|------|-----|
| TraesCS4A01G091300 | RNA-binding protein                  | 37.6 | 53.9 | 0.7 |
| TraesCS1B01G244200 | Splicing factor-like protein         | 4.3  | 6.5  | 0.7 |
| TraesCS5A01G267500 | Splicing factor U2AF small subunit A | 19.9 | 34.7 | 0.6 |

| <b><i>PHYC</i>-regulated under LD</b> |                                      | <b>TPM</b>          |                            | <b>Fold-change</b> |
|---------------------------------------|--------------------------------------|---------------------|----------------------------|--------------------|
| <b>Gene ID</b>                        | <b>Annotation</b>                    | <b>Wild-type LD</b> | <b><i>phyC</i>-null LD</b> |                    |
| TraesCS1B01G130200                    | Arginine/serine-rich splicing factor | 0.1                 | 0.5                        | 0.2                |
| TraesCS1B01G615200LC                  | Splicing factor 3B subunit 5         | 2.1                 | 11.7                       | 0.2                |

How the deposited data were processed for this re-analysis (not part of the article)

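The SD experiment comprised 12 RNA-seq libraries from the leaves of WT, *phyB*-null and *phyC*-null plants of tetraploid wheat, with 4 biological replicates per genotype. The authors trimmed 100 bp single-end reads, mapped them with GSNAP to IWGSC RefSeq v1.0 and counted uniquely mapped reads on high and low confidence gene models with htseq-count, whose strand setting the text does not name. They deposited raw counts per gene without normalization, after discarding genes that had fewer than 3 counts in every library. The authors also deposited TPM for 190459 gene models with no filter. Features named as transcript contigs are in the count table and not in the TPM table, and 16641 models have a TPM above 0 but no place in the count table, as the filter leaves out models with few counts. Library totals ranged from 37365465 to 58944135 counts on genes. At the smallest total, a floor of 3 counts over a group of 4 libraries sets the level below which a gene was not detectable.

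Comparisons were made on the deposited counts with edgeR 4.0.16 in R 4.3.3. For each comparison, only the 8 libraries of the genotypes compared entered the fit, with TMM factors, a quasi-likelihood fit per gene and no covariates, since the paper compared genotypes pairwise and names no pairing. All 72120 genes of the table were tested, and genes with a Benjamini-Hochberg adjusted p below 0.01 were called. The paper's rule combined DESeq2 and edgeR and its text does not name the edgeR test, so the rule of both tools was an alternative with either edgeR test. Log2 fold changes are WT over mutant, or *phyB*-null over *phyC*-null, with the standard error derived from the quasi-likelihood F statistic. TPM are given as the mean and SD of 4 libraries. For groups without a count, folds are lower bounds against 3 counts over the group, scaled by library size. With 1 to 3 counts in a group, the ratio of counts is given with an exact 95% counting interval, which covers counting error only.

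The separation of genotypes was measured on log2 CPM (counts scaled to library size and TMM factor) with a prior count of 2. It was tested exactly over all partitions of the libraries into groups of 4. Genes named in the text follow a rule set before the counts were seen: every gene that the paper or its tables pair with an identifier and a name used in its text (108 genes, all in the count table), and for *PHYB* and *PHYC* the 3 called genes with the largest fold change in each direction among those with a mean of at least 1 CPM and no overlap between groups. The paper's own values for the genes of the first part had been seen. In the parts of the tables that were read, none pairs *PHYB*, *PHYC*, *CO1* or *CO2* with an identifier, and names come from the paper's tables alone.

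Runs of neighbouring called genes were counted along the order of gene identifiers on each chromosome, separately for high and low confidence models, as at least 3 adjacent tested genes called in the same direction. They were set against 1000 random placements of as many calls, with and without matching on expression. Windows of 50 neighbouring tested genes were compared with the same placements. Unchanged mutants were simulated against shared WT libraries to see what overlap and correlation the shared controls give, and effects were measured on disjoint sets of the libraries.

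The alternatives were DESeq2 1.42.0, the rule of both tools, median-of-ratios factors, other filters on low counts, an adjusted p below 0.05, a minimum change of 2-fold, all genotypes in one fit, the replicate number as a block, high confidence models alone, limma 3.58.1 on log2 TPM with a pseudocount of 1 or 0.1, and leaving out each library in turn. Each test was tested on simulated data with the means, sizes and spread of the real libraries, with 200 genes changed 2-fold or 4-fold. These genes were drawn from those with a mean of at least 1 CPM. The quasi-likelihood test recovered 73.0% of them in the WT and *phyB*-null simulation with 8 false calls, 52.5% in the WT and *phyC*-null simulation with 4, and 54.5% in the simulation of the mutants with 5. Left out were the LD libraries, whose counts were not analysed here, apart from the mean TPM that the paper's own tables give. The tables of Additional files 2, 4 and 5 were read only in part where they were cut short. Raw reads, alternative splicing and the qRT-PCR data were not used here.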

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

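The direct test between the mutants and the count of runs of neighbouring genes against random placements were planned, and the other tests of explanations in this part were chosen after the results were seen.

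In some groups of 4 libraries, 1 library lay far from the others, by Dixon's ratio of the gap to the range, at a limit that chance exceeds in about 1 of 20 groups. This was seen in 17 of 233 groups of named genes with a mean of at least 1 TPM, where 11.7 would be found by chance, and in 40 of 331 groups at any level, where 16.6 would be. In WT, replicate 2 was far for *FT-A2* (6.75 against 3.42 to 3.73 TPM), *RADIALIS*-like TraesCS6B01G300600 (31.2 against 18.1 to 20.2 TPM) and *FT-B10* (9.80 against 3.91 to 4.86 TPM). Replicate 1 was far for both *FLC1* homeologs, *TaFLC-A1* (13.8 against 2.17 to 3.67 TPM) and *TaFLC-B1* (28.7 against 4.84 to 7.43 TPM), and replicate 4 for *GA20ox1* (30.4 against 14.7 to 17.3 TPM). In *phyB*-null, replicate 1 was far for *GIGANTEA-A* (26.6 against 29.0 to 29.1 TPM), *GIGANTEA-B* (17.9 against 19.4 to 19.7 TPM), *GA2ox-B11* (2.34 against 1.06 to 1.16 TPM) and *TaFLC-B4* (6.44 against 20.1 to 21.6 TPM), replicate 4 for *FT-B12* (7.68 against 3.80 to 4.36 TPM) and replicate 3 for TraesCS2A01G364900 (6.75 against 0.124 to 0.873 TPM). In *phyC*-null, replicate 1 was far for the *CBF* gene TraesCS5A01G310700 (18.3 against 11.3 to 11.6 TPM), replicate 3 for the splicing factor gene TraesCS2A01G646800LC (0.378 against 1.32 to 1.35 TPM) and for TraesCSU01G569900LC (11.2 against 4.29 to 5.21 TPM), and replicate 4 for *GA20ox-A4* (38.0 against 2.72 to 6.47 TPM) and *TaFLC-A3* (138 against 91.7 to 96.1 TPM).

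Of the 17 groups, 9 were still far after TMM scaling of the counts, and for these the authors' scaling to TPM was excluded as the only source. The other 8 were not, but a small change of the ratio also takes a library under the limit. TMM factors ran from 0.966 to 1.06 among WT libraries and from 0.875 to 1.07 among *phyB*-null libraries. The gaps of *TaFLC-B4*, *GA2ox-B11*, *FT-A2* and TraesCS6B01G300600 were wider than these factors span. This argues against the authors' scaling as the only source for these genes. For the rest of the 8 groups this scaling stays open. The number of genes detected was far from the others in 1 library, WT replicate 1, with 60375 genes against 64333 to 65010 in the other WT libraries, among 12 sets of library measures. Its total count of 39605997 was also the lowest of the WT libraries. More genes were detected at similar or lower totals in other libraries. WT replicate 2 had 64333 genes at 40216349 counts, and *phyB*-null replicate 1 had 63399 genes at 37365465 counts. Whether a leaf of another age, another position of the plants or a step of the library preparation lies behind these libraries was not tested, and the design names no biological difference between replicates.

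Between *phyB*-null and *phyC*-null, 2462 genes were called by the direct test, among them 19 of the 108 named genes (30 adjusted over the list alone). Chance was excluded, since only 1 of 35 splits of the libraries, the real one, gave as many. Other splits gave at most 1 call. A smaller response of the same genes in *phyC*-null may account for part of the genes called for *PHYB* alone. This was examined in 6 divisions with WT libraries not shared between the comparisons. Genes called for *PHYB* anew in a division and not called for *PHYC* numbered 2512 to 5307. At least 79.6% of these changed in the same direction in *phyC*-null in each division, against at most 64.3% of other genes. The slope of the *phyC*-null effect on the *phyB*-null effect was at least 0.199 in these divisions. Sharing of WT libraries was therefore excluded as the only source, since it would give a slope of 0 there. Differences that the direct test called include genes called in neither comparison with WT (514). Different background mutations of the backcrossed lines were not tested. Genes called between the mutants formed 21 runs of neighbouring genes, against at most 5 in 1000 placements matched on expression. In 1 window on chromosome 7B, 19 of 50 low confidence models were called. This clustering alone does not tell its source. Background mutations stay open beside a biological difference between *PHYB* and *PHYC*.

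Called genes lay next to each other more often than chance gives. Runs of at least 3 neighbouring genes called in the same direction numbered 126 for *PHYB* and 13 for *PHYC*, against at most 62 and 1 in 1000 placements matched on expression. Whether chance in the labels gives such runs cannot be told apart, since no other split had a call and only the real split (1 of 35) had a run. For *PHYC*, 10 windows of 50 neighbouring genes held more than 5 calls each, and together 66 of 548 calls on 0.723% of the genes. Of the genes called for both, 12.7% lay there. Random placement was excluded, because the ratio of variance to mean of calls per window was 2.09 and at most 1.13 in matched placements. Fragments of 1 transcript annotated as neighbouring models were excluded as the only source of the calls in 3 windows with at least 2 calls in each direction, though not for part of these calls. They could not be told apart from other sources for 7 windows with at most 1 call in one of the directions.

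Some of the windows lie at the start of chromosome 2A. A chromosome segment that differs between the wheat stocks is a candidate explanation there. The paper's Additional file 4 gives mean TPM of the wild types of both LD experiments, which carry functional phytochromes. Over its lists that give both of them (all but 1 gene read), 22 genes lie at the start of 2A, from TraesCS2A01G002700 to TraesCS2A01G032800, with a median absolute log2 ratio between the LD wild types of 2.76. Of these, 19 differed more than 2-fold in the direction of WT and *phyC*-null, which argues against regulation by *PHYC* as the only source. In the list of genes regulated by both *PHYB* and *PHYC* in SD and by *PHYC* alone in LD, 13 of 13 on 2A did so and 15 of 27 elsewhere (Fisher's exact test, two-sided, p = 0.00350), which argues against a difference between the LD experiments that does not depend on position. The exceptions among the 22 were TraesCS2A01G029100 (log2 ratio -0.14), TraesCS2A01G032800 (-0.15) and TraesCS2A01G023400 (0.84). Genes of this segment that are called for *PHYC* may thus in part reflect the stock and not the mutation. The same holds for calls for *PHYB*, since the 13 genes are listed for *PHYB* in SD too. Of 50 models in each of the dense windows there, 3, 15, 18 and 5 were called for *PHYB*. The lists hold 16 of 29 genes called for *PHYC* at this chromosome end, so for the others and the exceptions regulation by *PHYC* stays open. For the windows on 1B, 6B and 7B, the tables read hold too few genes for this test. Of 24 genes with at least 8 counts in every WT and *phyB*-null library and at most 1 in each *phyC*-null library, 15 lie on 7B. A segment of another stock, a deletion or regulation by *PHYC* could each give this, and they cannot be told apart here.

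Transcript contigs of the count table included 28 called for *PHYB* and 7 called for *PHYC*. Their sequences and places in the genome are not given, so no explanation was tested, and they took 0.0477% of the counts.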

How the results depend on the processing

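The settings were planned before the data were examined, except the fits with library sizes alone and with a component of the libraries as covariate, which were added after the results were seen. The numbers of called genes stayed within 1.5 times those reported with the rule of both DESeq2 and the quasi-likelihood test, with median-of-ratios factors and without a filter. They did so with filterByExpr too, except that 6 genes changed in opposite directions. Median-of-ratios factors gave a share of 51.5% of *PHYB*-regulated genes higher in WT, and the cause was not tested.

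DESeq2 alone called 2468 for *PHYC*, 1513 for both, 6039 between the mutants and 63 of the named genes for *PHYC*, with a ratio of *PHYB* to *PHYC* of 5.04. DESeq2 and the exact test together called 2003 for *PHYC*, 1184 for both, 4726 between the mutants and 60 of the named genes for *PHYC*, with a ratio of 5.37 and 51.0% of *PHYB*-regulated genes higher in WT. An adjusted p below 0.05 gave 15463 for *PHYB*, 1958 for *PHYC*, 1321 for both, 6248 between the mutants and 59 of the named genes for *PHYC*, a ratio of 7.90, 410 runs of neighbouring genes for *PHYB* and 24 for *PHYC*, and low confidence shares of 16.4% and 25.0%. The larger numbers of called genes follow from the wider threshold, and for the ratio, the runs and the shares the cause was not tested. Genes changed at least 2-fold numbered 4949 for *PHYB*, with a ratio of 9.27 and 56.9% higher in WT. All genotypes in one fit gave 907 for *PHYC*, 513 for both and 3967 between the mutants, a ratio of 7.64, and 53.5% for *PHYB* and 41.7% for *PHYC* higher in WT. High confidence models alone gave 272 for *PHYC* and 168 for both, a ratio of 27.2, 3 runs for *PHYC* and 47.5% of *PHYC*-regulated genes in the B genome. Limma on log2 TPM with a pseudocount of 1 called 5218 for *PHYB*, 291 for *PHYC*, 145 for both and 1107 between the mutants, with 57.3% and 55.7% higher in WT, and with a pseudocount of 0.1 it called 5309 for *PHYB*, 364 for *PHYC*, 159 for both and 1228 between the mutants, with 57.3% and 51.6%. Except for the numbers of called genes under the wider threshold and the fold minimum, the cause was not tested. The recovery on simulated counts differed between these tests, from 20.5% with limma to 71.5% with DESeq2 for WT and *phyC*-null. In that simulation the quasi-likelihood test made 4 false calls and limma 0. The exact test made 23, DESeq2 30 and the replicate block 34. For WT and *phyB*-null the numbers in the same order were 8, 0, 20, 33 and 58.

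The replicate numbers are shared between genotypes. Same-numbered libraries did not deviate together throughout, with correlations of their deviations between -0.54 and 0.58. No pairing by number was seen throughout, but a weaker shared factor, such as a lane, is not excluded. With the replicate number as a block, the fit called 5388 for *PHYB* and 918 for *PHYC*, with a ratio of 5.87 and 57.1% of *PHYC*-regulated genes higher in WT. The block kept 5279 of the calls for *PHYB*, 510 of those for *PHYC* and 1631 of those between the mutants.

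Settings added after the results were seen gave the following. Library sizes alone gave 55.1% of *PHYB*-regulated genes higher in WT. Together with the rule of DESeq2 and the exact test, they gave 1573 for *PHYC* and 899 for both, a ratio of 6.17, and 56.4% and 51.2% higher in WT for *PHYB* and *PHYC*. The component as covariate gave 14908 for *PHYB*, 2273 for *PHYC*, 1634 for both, 6732 between the mutants and 58 of the named genes for *PHYC* and a ratio of 6.56, and kept all 8595, 574 and 2462 calls of the 3 comparisons. The cause was not tested.

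With each library left out in turn, the numbers of called genes were 5270 to 8437 for *PHYB*, 329 to 958 for *PHYC*, 168 to 526 for both and 1063 to 3537 between the mutants. Those that differed by more than 1.5 times were, for *PHYB*, 5573 without WT replicate 2 and 5270 without *phyB*-null replicate 3. For *PHYC* they were 355 without WT replicate 1, 351 without WT replicate 2, 329 without WT replicate 3 and 958 without *phyC*-null replicate 3. For both they were 178 without WT replicate 1, 168 without WT replicate 2, 170 without WT replicate 3 and 526 without *phyC*-null replicate 3. Between the mutants they were 1594 without *phyB*-null replicate 1, 1613 without *phyB*-null replicate 2, 1063 without *phyB*-null replicate 3, 1373 without *phyB*-null replicate 4, 1545 without *phyC*-null replicate 1 and 1483 without *phyC*-null replicate 2. The ratio was 8.97 to 20.2, with 9.18 without *phyB*-null replicate 3 and 8.97 without *phyC*-null replicate 3. The shares higher in WT were 47.7 to 53.5% for *PHYB* and 41.2 to 57.9% for *PHYC*, and the named genes called were 63 to 76 for *PHYB* and 29 to 45 for *PHYC*. Runs of neighbouring genes numbered 54 to 144 for *PHYB*, with 79 without WT replicate 1, 61 without WT replicate 2, 67 without WT replicate 3, 54 without *phyB*-null replicate 3 and 77 without *phyB*-null replicate 4. For *PHYC* they numbered 8 to 14, with 8 without WT replicate 1, 3 or 4 or *phyC*-null replicate 1 or 4. Low confidence shares were 12.7 to 14.5% and 28.0 to 40.6%, and B genome shares 50.6 to 51.1% and 50.9 to 55.4%. The separation of genotypes was 1.29 to 1.37, and with the other settings 1.50, 1.36, 1.41 and 1.24, each with the smallest p that the partitions allow. Fewer libraries also mean less power, so a lower number without a library does not by itself mark that library. Lane could not be a term of any fit, because the libraries of each lane are not named.

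The ratio of *FT1* to *FT2* TPM in WT was 1.79. It was 1.23 in CPM, 7.07 for the B homeologs, 0.697 for the A homeologs, and 1.70 to 2.06 with each WT library left out.

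No named gene changed its direction past the threshold under any setting run. Of the results for named genes, 39 came past the threshold with DESeq2 and the exact test and none was lost, 10 were lost with a minimum of 2-fold, and 41 with limma on log2(TPM + 1). Leaving out *phyB*-null replicate 3 lost 22, the most of any library. Depth limits genes with few counts, for which the folds are bounds or carry counting intervals. Of changes near 2-fold for *PHYC*, 13.0% were recovered on simulated counts, among genes with a mean of at least 1 CPM.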

Differences from the paper's values

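No test in this part was chosen after a result was seen, apart from the setting named as added.

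The paper's number of genes regulated by *PHYC* in SD is 1511 and the number called here was 574. Of the alternatives set before the data were examined, the rule of DESeq2 and edgeR's exact test (2003) and an adjusted p below 0.05 (1958) fell within 1.5 times of the paper's number. DESeq2 alone (2468), DESeq2 with the quasi-likelihood test (574), median-of-ratios factors, the other filters, the 2-fold minimum, all genotypes in one fit, the replicate block, high confidence models, limma and each library left out did not. The setting added after seeing the values, the rule of DESeq2 and the exact test with library sizes alone, gave 1573. It calls 17 of 17 genes of Table S5, 20 of 24 of Table S6 and 9 of 9 of Table S8 that the paper lists for *PHYC*, and so drops 4 of them.

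For genes regulated by both *PHYB* and *PHYC*, the paper's number is 815 and the number called here was 319. With the rule of DESeq2 and edgeR's exact test it was 1184, within 1.5 times of the paper's, and no other alternative planned beforehand was. The paper's number regulated in the same direction is 783, against 309 here, and 1130 with the rule of DESeq2 and edgeR's exact test, again the only alternative planned beforehand within 1.5 times. The paper's number in opposite directions is 27, against 10 here. The replicate block gave 18, within 1.5 times of the paper's number, and the other alternatives planned beforehand were not. The paper's numbers in the same and in opposite directions do not add up to its number for both. With the added setting the numbers were 899 for both, 866 in the same direction and 33 in opposite directions, chosen after seeing the values.

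The paper's ratio of genes regulated by *PHYB* to genes regulated by *PHYC* is 4.8 and the ratio here was 15.0. DESeq2 (5.04), the rule of DESeq2 and edgeR's exact test (5.37) and the replicate block (5.87) came within 1.5 times of it, and the other alternatives planned beforehand did not. The number for *PHYB*, 8595 here and 7272 in the paper, differed by less than 1.5 times.

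Of 93 fold changes of TPM that the paper's tables give, 87 were within 5% of those computed from the deposited TPM, and the other 6 agree at the decimals that the paper prints. All 34 mean TPM of Table S8 matched to the decimal printed. The paper states that a greater proportion of genes was positively regulated by *PHYB* than by *PHYC*. The shares here were 49.9% and 47.0%, in the same order, and the paper's are 59.7% and 50.6%. Under the replicate block the order was the reverse (50.2% and 57.1%), as it was with high confidence models (49.4% and 50.4%), without WT replicate 3 (49.4% and 49.5%) and without WT replicate 4 (50.3% and 57.9%).

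Table S5 lists 17 genes as regulated by both. For *PHYC*, 14 of these were called here and 17 by DESeq2 and edgeR's exact test. Of the 24 genes of Table S6, 22 were called for *PHYB* and 10 for *PHYC*, against 24 and 23 by DESeq2 and edgeR's exact test. The exception is *TaFLC-B1*, whose log2 fold change for *PHYC* of 1.79 was called by neither rule, though it was by DESeq2 and when adjusted over the list of named genes alone. Table S8 lists 10 genes for *PHYB* and 9 for *PHYC* in SD. Here 9 and 6 were called, and 10 and 9 by DESeq2 and edgeR's exact test. The paper states that *FT-A2* and *FLC-A1* belong to the genes positively regulated by both in SD alone, where Table S6 lists *FT-B2* and *TaFLC-B1*. Here *TaFLC-A1* was not higher in WT than in *phyC*-null, with a log2 fold change of -1.11 (standard error 0.48).

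The paper states that *GA20ox-B4* was higher in *phyB*-null than in *phyC*-null. The direct test gave a log2 fold change of 4.21 that was short of the threshold by edgeR's quasi-likelihood test (adjusted p = 0.0122), and it passed with DESeq2, with DESeq2 and edgeR's exact test, at an adjusted p below 0.05 and with all genotypes in one fit.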

Other observations

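The tests of explanations in this part were chosen after the results were seen, while the *FT1* to *FT2* ratio, the shares by subgenome and gene model and the direct test between the mutants were planned.

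More genes were called for *PHYB* than for *PHYC*. A larger spread between libraries with effects of the same size was excluded as the whole source, because the variance of the effects measured on disjoint libraries was 2.69 times as large for *PHYB* as for *PHYC*, with ranges over 18 divisions that did not overlap (0.547 to 0.653 and 0.154 to 0.273). The SD of the effects was 0.796 for *PHYB*, 0.485 for *PHYC* and 0.636 between the mutants on the log2 scale. Chance in the labels was excluded for the number of genes called for *PHYB* and for *PHYC* and for the named genes called in each (1 of 35 splits, the real one). For the genes called in both, the 30 partitions of the 12 libraries cannot decide. Every partition other than the real one had no call in at least 1 of the comparisons, so no overlap was possible there. For the ratio itself the partitions cannot decide either. A ratio as large came from 3 of 30 partitions, but in those other than the real one no gene was called in 1 of the comparisons. Genes were called in 5 of the other partitions, at most 2098 of them.

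Low confidence models made up 30.3% of the genes tested, 13.8% of those called for *PHYB* and 36.4% of those called for *PHYC*. The B genome held 51.0%, 50.6% and 53.1% of them. Whether chance in the labels gives these shares, or the shares of genes higher in WT, cannot be told apart, since no other split had a call and only the real split (1 of 35) had a share.

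Within the genotypes, 1 component accounted for 51.7% of the variance of log2 CPM of 31136 genes, and the next for 17.3%. Libraries at its upper end, *phyC*-null replicate 3 and *phyB*-null replicate 2, had the largest shares of counts in the 100 most abundant genes. Across the 12 libraries, with genotype means removed, it had a correlation of 0.948 with that share (permutation test within genotypes, exact, p = 0.000506) and of 0.704 with the total count (p = 0.0421, exact permutation test). Gene length was excluded as its source (Spearman correlation of gene weights with length 0.0337 across 99.9% of the genes, which are not independent replicates). A few genes did not take most of the counts, since the 100 most abundant held at most 31.4% in any library. A difference in depth and a different share of the counts in these genes stay open. The share of the component was 51.3% after thinning to equal depth and 50.5% without the 100 most abundant genes, but neither step changed the component, so these values decide nothing. Sequencing lane cannot be told apart, since the libraries of each lane are not named, and the best of 108 assignments of 2 libraries per genotype to each lane accounted for 65.0%. No biological explanation was tested.

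The sum of *FT-A1* and *FT-B1* TPM over that of *FT-A2* and *FT-B2* in WT in SD was 2.08, 2.04, 2.07 and 0.987 in replicates 1 to 4, with a mean of 1.79 and an SD of 0.538.

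*GIGANTEA-A* (TraesCS3A01G116300) and *GIGANTEA-B* (TraesCS3B01G135400), which the paper reports for LD, were called in neither comparison with WT in SD (adjusted p = 0.0234 and 0.0525 for *PHYB*, 0.0716 and 0.0455 for *PHYC*, edgeR's quasi-likelihood test). They were higher in *phyB*-null than in *phyC*-null by the direct test, with log2 fold changes of 0.85 (standard error 0.13, adjusted p = 0.00320) and 0.84 (standard error 0.14, adjusted p = 0.00412) by edgeR's quasi-likelihood test. With a library left out in turn, the call was kept in 3 and 2 of 8 fits.

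The gene that Additional file 4 annotates as phytochrome A (TraesCS4A01G262900) had a log2 fold change of -1.35 (standard error 0.16, adjusted p = 9.76e-05) for *PHYB* and of *phyB*-null over *phyC*-null of 1.29 (standard error 0.20, adjusted p = 0.00308) by edgeR's quasi-likelihood test. Of 8 further *FT*-like genes, among them *FT-A9*, *FT-B10*, *FT-A12* and *FT-B12*, 7 were called for *PHYB* and 3 for *PHYC*, all higher in the mutants, and 4 were higher in *phyB*-null than in *phyC*-null. Of 12 *FLC* genes, 7 were called for *PHYB* and 4 for *PHYC*. *TaFLC-A1* was lower in *phyB*-null than in *phyC*-null, with a log2 fold change of -5.16 (standard error 0.34, adjusted p = 1.34e-05) by edgeR's quasi-likelihood test.

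The SD values of Additional file 4 equal the deposited TPM within 1% in all 2188 values read. Those of Additional file 5 do so in 55 of 5029 (1.09%), and CPM was excluded as their unit, since 1.03% matched. The unit of that table was not found, and its values were not used here. In the text the number of genes past the filter is given in 1 place as 72,120, which is the number of genes in the deposited counts, and in the methods as 72,108.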
